# Cohesin prevents cross-domain gene coactivation

**DOI:** 10.1038/s41588-024-01852-1

**Published:** 2024-07-24

**Authors:** Peng Dong, Shu Zhang, Valentina Gandin, Liangqi Xie, Lihua Wang, Andrew L. Lemire, Wenhong Li, Hideo Otsuna, Takashi Kawase, Arthur D. Lander, Howard Y. Chang, Zhe J. Liu

**Keywords:** Gene expression, Gene regulation

## Abstract

The contrast between the disruption of genome topology after cohesin loss and the lack of downstream gene expression changes instigates intense debates regarding the structure–function relationship between genome and gene regulation. Here, by analyzing transcriptome and chromatin accessibility at the single-cell level, we discover that, instead of dictating population-wide gene expression levels, cohesin supplies a general function to neutralize stochastic coexpression tendencies of *cis*-linked genes in single cells. Notably, cohesin loss induces widespread gene coactivation and chromatin co-opening tens of million bases apart in *cis*. Spatial genome and protein imaging reveals that cohesin prevents gene co-bursting along the chromosome and blocks spatial mixing of transcriptional hubs. Single-molecule imaging shows that cohesin confines the exploration of diverse enhancer and core promoter binding transcriptional regulators. Together, these results support that cohesin arranges nuclear topology to control gene coexpression in single cells.

## Abstract (web summary)

Single-cell analyses in RAD21-depleted mouse embryonic stem cells show that cohesin limits the coexpression of genes located in different accessible chromatin domains on the same chromosome by preventing co-bursting and blocking spatial mixing of different transcriptional hubs.

## Main

The mammalian genome within a three-dimensional (3D) nucleus folds into higher-order structures, including local chromatin loops, self-contacting topologically associating domains (TADs) and active or inactive compartments^1–4^. Extensive genomic and imaging studies revealed that cohesin is the primary molecular machinery driving the formation of loop domains and TADs^5–7^. The emerging picture is that the cohesin ring extrudes the chromatin fiber and generates high probability contacts along its path until the extrusion is blocked by convergent CTCF sites at the domain boundary^8–11^. Despite the well-characterized role of cohesin in genome organization, one converging and perplexing result is the lack of substantial gene expression changes at the cell population level after cohesin loss^6,7^. Recent live-cell studies further showed that cohesin-mediated loops are dynamic and rare^12,13^, and direct stable key-and-lock physical interactions might not be required for gene activation^14^. Thus, the relationship between genome organization and transcriptional regulation remains under intense debate^15–19^.

Genomic studies showed that cohesin loss tilts the balance of genome organization from TAD formation to compartmentalization, promoting cooperative contacts within active chromatin^6,7,20^. Consistent with these findings, super-resolution imaging by 3D assay for transposase-accessible chromatin-photoactivated localization microscopy (ATAC-PALM) revealed that accessible ATAC-rich regions within A compartments are organized into non-uniformly distributed clusters or accessible chromatin domains (ACDs), encompassing active chromatin and actively transcribed genes^21^. Loss of cohesin disrupts the spatial organization of these ACDs, resulting in their extensive spatial mixing^18^. In this study, we used single-cell genomic and imaging assays to investigate whether cohesin loss affects coexpression correlation of genes residing in ACD pairs on the same chromosome and between chromosomes. Given that cohesin is essential for mitosis and cell viability^22^, assessing the long-term effects of its loss on gene regulation may be challenging while immediate impacts could be obscured by the averaging process inherent in cell population-based assays.

## Results

### Cohesin loss induces cross-domain gene coactivation

A simple example is provided here to illustrate that two genomic features can display distinct statistical relationships at the single-cell level even when their average levels remain the same in the population (Fig. 1a). To explore this possibility, we used Smart-Single-Cell RNA Barcoding (Smart-SCRB), a highly sensitive single-cell transcriptome assay^23,24^. 

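Smart-SCRB tags the messenger RNA of each sorted cell with a well barcode and each captured molecule with a unique molecular identifier (UMI), so that a count is a number of distinct transcript molecules and not of reads. The cells were mouse ES cells in which RAD21, a subunit of the cohesin ring, carries an auxin-inducible degron, a tag that marks the protein for destruction once the plant hormone auxin is added. They were left untreated (control) or given 500 μM auxin for 6 h, and the whole procedure was carried out 3 times. The authors deposited raw UMI counts per gene and cell, without normalization, for 1536 wells on 16 plates. Replicate 1 filled 4 plates, replicate 2 filled 8 and replicate 3 filled 4, and every plate held cells of 1 condition. The plates were sequenced to a median of 30201735 reads in replicate 1, 57828118 in replicate 2 and 25046296 in replicate 3. Past the study's filter on detected genes, replicate 1 held 168 control and 169 auxin-treated cells, replicate 2 held 371 and 290, and the plates of replicate 3 with a settled condition held 85 and 84. The median UMI count per cell was 104442 in control and 113617 in auxin-treated cells of replicate 1, 143842 and 187088 in replicate 2, and 72317 and 75376.5 in replicate 3. The median number of detected genes was higher in auxin-treated cells by 423, 213.5 and 55 genes in replicates 1, 2 and 3 (two-sided exact sign-flip permutation test over the 3 replicates, p = 0.25, the smallest p that 3 replicates allow). Over all deposited cells, the mean of this difference was -21 genes. The spread of the UMI count between cells, which enters a correlation of raw counts, was described by its coefficient of variation (CV). The CV was 37.9% in control and 34.3% in auxin-treated cells of replicate 1, 48.4% and 51.5% in replicate 2, and 30.6% and 44.4% in replicate 3 (exact sign-flip permutation test, two-sided p = 0.75). Cells are not replicates, so every result was computed in each replicate as well as over the pooled cells. Population expression was taken from counts summed per replicate and condition, and coexpression from Spearman correlations of the raw counts across cells, which carry the differences in UMI count between cells with them.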

Using a mouse embryonic stem (ES) cell line with cohesin subunit RAD21 fused to the auxin-induced degron (AID) system^18,25^, we obtained Smart-SCRB data under control and acute cohesin loss conditions (6 h after auxin treatment; Fig. 1b and Extended Data Fig. 1a). In line with previous reports^6,7^, aggregated sequencing data at the cell population level showed only subtle gene expression changes (Fig. 1c and Extended Data Fig. 1b).

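Rad21 itself (ENSMUSG00000022314, chromosome 15 from 51962240 to 51991747 of mm10) is depleted as a protein and not as a transcript. In CPM, its count divided by the UMI total of the sum and brought to a common scale, its transcript was at 20.9 in control and 19.3 in auxin-treated cells of replicate 1, 31.2 and 34.0 in replicate 2, and 42.4 and 45.2 in replicate 3. The log2 fold change was 0.044 (standard error 0.313, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its sign changed between settings. The summed counts held between 6148227 and 50790203 UMIs per replicate and condition. Of 17514 genes tested by edgeR, 0 passed an adjusted p of 0.05 and 33 had an unadjusted p under 0.05. DESeq2 also called 0 genes, with 168 at an unadjusted p under 0.05. Sums of the same replicate deviated together, and with the replicate number as a block edgeR called 3 genes and DESeq2 called 61. The 3 genes, named here after their values were seen, were Dkk1, Klf4 and Klf5. Dkk1 (ENSMUSG00000024868, chromosome 19 from 30545863 to 30549665) rose by a log2 fold change of 2.35 (standard error 0.208, adjusted p = 0.0211 from edgeR with the replicate block). Klf4 (ENSMUSG00000003032, chromosome 4 from 55527143 to 55532466) had a log2 fold change of -1.26 (standard error 0.131, adjusted p = 0.0418 from edgeR with the block). Klf5 (ENSMUSG00000005148, chromosome 14 from 99298691 to 99315036) had a log2 fold change of -1.24 (standard error 0.113, adjusted p = 0.0211 from edgeR with the block). All 3 moved the same way in the 3 replicates. Without replicate 3 edgeR's adjusted p with the block was 0.424 for Dkk1 and Klf5 and 0.454 for Klf4, and without replicate 1 it was 0.0731 for Klf4. DESeq2 with the block called all 3 (DESeq2's adjusted p 1.31e-14 for Dkk1, 1.31e-11 for Klf4 and 7.03e-17 for Klf5). With the plates of replicate 3 placed as in the source values of Extended Data Fig. 1a the block called 0 genes (700 at an unadjusted p under 0.05). Of the 23 genes tested that the paper names, 0 passed the threshold in either fit, also when adjusted over the list alone, and their log2 fold changes without the block lay between -0.31 and 1.14. In simulated sums with 200 genes changed 2-fold, the fit without the block called 0 of them and the fit with the block called 42.5%, along with 11 unchanged genes, so that a count of 0 from the former has little reach and single calls of the latter can be false. The measure of Fig. 1c, the mean count per cell, had a Pearson correlation of 0.987 between conditions across 11122 genes on the log2 scale. These genes are not independent replicates. Among them 98.5% differed by less than 2-fold, around a median log2 ratio of 0.30 toward auxin-treated cells. The correlation was 0.983, 0.980 and 0.974 within replicates 1, 2 and 3, and between 0.864 and 0.906 for control cells of different replicates. From the closeness of the mean counts in Fig. 1c, the paper states that population expression changed only subtly.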

**Fig. 1:**
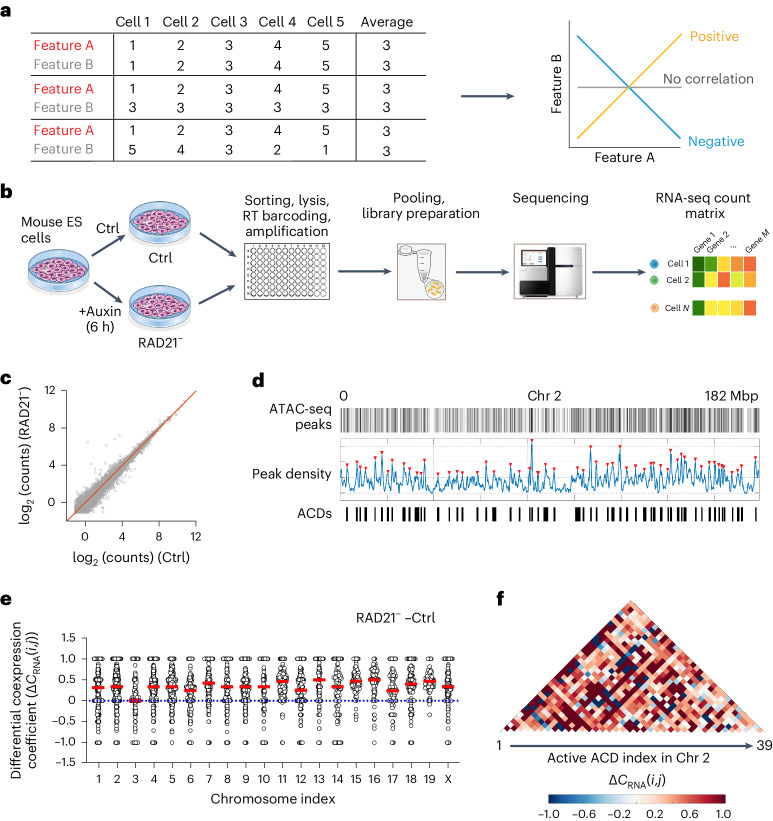
Cohesin loss induces cross-domain gene coactivation. **a**, Schematic diagram showing that the correlation of two genomic features A and B at the single-cell level may vary drastically even when their average levels remain the same in the cell population. **b**, The workflow for Smart-SCRB sequencing of control and RAD21-depleted mouse ES cells; Ctrl, control; RT, Reverse Transcription. **c**, Acute cohesin depletion results in only subtle changes in gene expression at the population level. Each circle represents a detected gene. Average gene expression was quantified by calculating the logarithmic value of averaged sequencing counts of ~400 individual cells. The red line marks the diagonal *y* = *x*. **d**, ACDs were identified based on ATAC peak densities by Gaussian peak fitting and thresholding for each chromosome. In total, 776 ACDs were identified across the genome. Red triangles indicate ATAC peaks. **e**, Statistics of Δ*C*_RNA_(*i*,*j*) per ACD pair after cohesin depletion in chromosomes 1–19 and X. Each circle indicates the value of the differential coexpression coefficient for one ACD pair. The red line indicates the median value, and the dotted line indicates the zero-change line. Only active ACDs (those ACDs with detectable gene expression by Smart-SCRB) were included for analysis. The statistics were derived from 76,943 intrachromosomal ACD pairs with quantifiable values over 20 different chromosomes. **f**, Heat maps show elevated differential coexpression coefficients per active ACD pair in Chr 2 after cohesin depletion. Source data

To evaluate cross-ACD gene coexpression, we next identified ACDs by calling local maxima of ATAC with sequencing (ATAC-seq) peak enrichment in the mouse ES cell genome (see details on ACD calling in Methods). As a result, each chromosome was segmented into a string of ACDs interspaced by ATAC-poor regions (Fig. 1d). In total, 776 ACDs with a size distribution from ~0.5 to ~2.5 megabase pairs (Mbps) were identified across the mouse genome (Extended Data Fig. 1c and Supplementary Table 1). When aligning ACDs with lamin-associated domains (LADs), compartments and ChromHMM-identified genomic regions^26–28^, we found that ACDs overlap strongly with active compartments, enhancers and promoters but are more likely to be excluded from inactive compartments, intergenic regions, repressed chromatin, heterochromatin and LADs (Extended Data Fig. 1d).

We then devised a statistical model based on Spearman’s rank-order correlation to quantify gene coexpression coefficients per ACD pair (Extended Data Fig. 2a,b). 

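Coexpression was computed as in the study's methods from genes with a mean of at least 1 count per cell, of which there were 9517. A gene was given to an ACD if the midpoint of its annotated body lay inside the coordinates of Supplementary Table 1. This placed 2476 genes (26.0%) in 523 of the 776 ACDs, with a median of 3 genes in an ACD that held any. The Spearman correlation of every gene pair across the cells of a condition was averaged over the gene pairs of an ACD pair, which gave values for 7173 ACD pairs in cis and 129330 in trans. The differential coefficient ΔC_RNA of an ACD pair is the number of its gene pairs whose correlation rose after auxin minus the number whose correlation fell, divided by their sum. It runs from -1 to 1 and counts directions, whatever their size. The printed coordinates held few of the expressed genes. ACDs cover 25.6% of the chromosomes up to the last gene, so that genes placed without regard to ACDs would fall inside at about this share. Moving every coordinate up by 3 Mb, a shift chosen after the data were seen, raised the share to 49.0% and the number of active ACDs to 707. In a scan over 9491 of these genes, 89 other shifts more than 1 Mb away from this value gave between 22.5% and 27.6%. As printed, 12 ACDs end before the position of the earliest annotated gene, 3000116. The printed coordinates were kept.

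**Figure D1:**
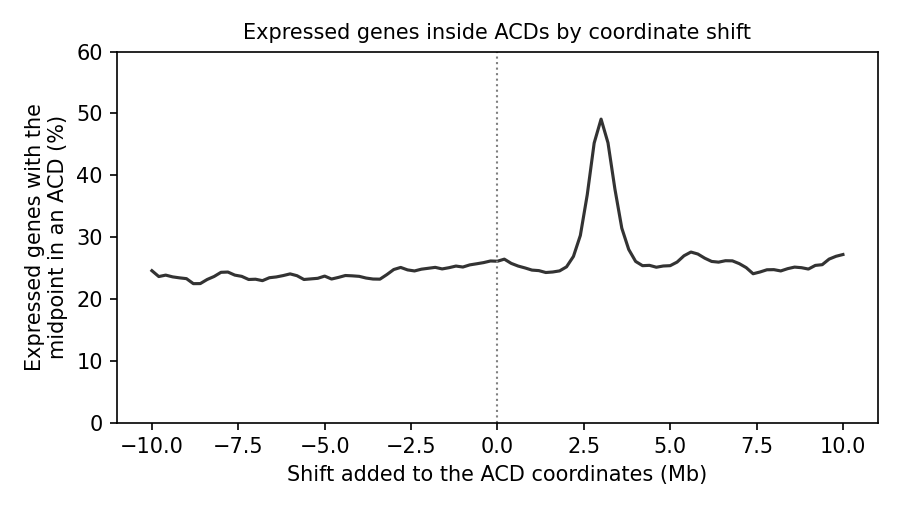
Percentage of expressed genes whose midpoint lies in an ACD (vertical axis) when the ACD coordinates are shifted by the distance on the horizontal axis, in Mb. The line peaks at 3 Mb, and the dotted line marks the coordinates as printed.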

We found that the average coexpression Spearman correlation ($${\bar{S}}_{{\rm{RNA}}}$$) per ACD pair decays as a function of the genomic distance, and cohesin loss increases $${\bar{S}}_{{\rm{RNA}}}$$ across all genomic length scales that we examined up to ~60 million bp apart (Extended Data Fig. 3a). It is worth noting that, using allele-specific single-cell RNA-sequencing (RNA-seq) data from mouse cells, a previous study showed that positive long-range gene coexpression correlation only occurs in *cis* but not between homologous chromosomes, and the hallmark of the *cis* dependence is the decay of the coexpression coefficient as a function of the genomic distance^29^. This result echoes with our observation, suggesting that gene coactivation that we measured occurs in *cis*. In addition, although cohesin loss altered the differential coexpression coefficient (Δ*C*_RNA_(*i*,*j*)) per ACD pair both positively and negatively in all chromosomes, the Δ*C*_RNA_(*i*,*j*) averages showed uniform upward shifts toward the positive direction (Fig. 1e,f). 

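Over the pooled cells, the mean S_RNA of cis ACD pairs was 0.142 in control and 0.178 in auxin-treated cells, a difference of 0.0359. Within replicates 1, 2 and 3 the difference was 0.00453, 0.0380 and 0.0731, with a mean of 0.0385 ± 0.0343 (SD, n = 3 replicates; two-sided exact sign-flip permutation test, p = 0.25, the smallest p possible). The spread was nearly as large as the mean. With all plates of replicate 3 placed as in the deposited annotation, the mean over replicates was 0.0214 ± 0.0168 (SD). In cells with more than 4000 detected genes, the difference was 0.00324, 0.00309 and 0.0478 in replicates 1, 2 and 3 and 0.0227 in the pooled cells. With 84 cells drawn per replicate and condition it was -0.0210, 0.000566 and 0.0763. In bins of 5 Mb of the distance between ACD centres, the pooled control value went from 0.151 in the bin of shortest distance (442 ACD pairs) to 0.140 in the bin below 60 Mb (292 pairs). The auxin value went from 0.185 to 0.174 over the same bins. Auxin was above control in 12 of 12 bins, by 0.0327 to 0.0368, and this held for 12 of 12 bins in each replicate. ACD pairs in trans averaged 0.141 in control and 0.175 in auxin-treated cells. The decline with distance was not seen in every replicate. From the bin of shortest to that of longest distance, S_RNA went down from 0.162 to 0.151 in control and from 0.198 to 0.189 in auxin-treated cells of replicate 2, and from 0.0600 to 0.0531 and from 0.131 to 0.126 in replicate 3. The decline in replicate 3 was not steady, as bins in between reached 0.0616 in control and 0.137 in auxin-treated cells. In replicate 2 the bin of shortest distance was the highest in both conditions. In replicate 1 the control values were 0.0654 and 0.0634 and the auxin values 0.0676 and 0.0678. With ACD coordinates moved by 3 Mb, chosen after the data were seen, the auxin values at the shortest and longest distances were 0.0852 and 0.0834 in replicate 1, 0.203 and 0.206 in replicate 2, and 0.143 and 0.144 in replicate 3. The control values then went down in each replicate, from 0.0806 to 0.0774, from 0.1733 to 0.1722 and from 0.0668 to 0.0613 in replicates 1, 2 and 3. Pooled without replicate 2, the control values at the shortest and longest distances were 0.0618 and 0.0617. Of the choices set before the data were examined, the one that moved the difference between conditions most was the partial correlation given the UMI count of the cell, which left a pooled difference of 0.000168. Within replicates 1, 2 and 3 the partial correlation left 0.000730, 0.00631 and 0.00494. Dividing each count by the UMI count of its cell (CPM per cell) left 0.00922 in the pooled cells.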

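The mean ΔC_RNA over cis ACD pairs of the pooled cells was 0.416. Its mean was above 0 on 20 of 20 chromosomes and its median on 20 of 20. Chromosome 17 had the lowest mean, 0.224 ± 0.563 (SD over 231 ACD pairs), and chromosome 14 the highest, 0.590 ± 0.382 (SD over 190 pairs). On chromosome 2, shown in Fig. 1f, 47 of 57 ACDs were active and the mean was 0.395 ± 0.434 (SD over 1081 pairs). Between 64.9% and 96.7% of the pairs of a chromosome were above 0, and between 2.20% and 28.1% were below. ACD pairs share genes and are not replicates. Over replicates the mean ΔC_RNA was 0.0328, 0.367 and 0.359, or 0.253 ± 0.191 (SD, n = 3; two-sided exact sign-flip permutation test, p = 0.25). With all plates of replicate 3 placed as in the deposited annotation, the mean over replicates was 0.187 ± 0.169 (SD). Placed as in the source values of Extended Data Fig. 1a, it was 0.249 ± 0.189. In replicate 1 the mean was above 0 on 16 chromosomes and the median on 5 (on 12 with coordinates moved by 3 Mb). Pooled without replicate 2, ΔC_RNA was 0.246. A mean above 0 in all 3 replicates was found on 16 of 20 chromosomes. After division by the UMI count of each cell, the pooled ΔC_RNA was 0.113, with -0.000171, 0.170 and 0.0866 in replicates 1, 2 and 3. With every cell thinned to 20000 UMIs it was 0.0127. In the partial correlation given the UMI count it was 0.00645, with 0.00719, 0.0602 and 0.0283 in replicates 1, 2 and 3. In cells with more than 4000 detected genes it was 0.252, with 0.0252, 0.0279 and 0.236 in replicates 1, 2 and 3. With 84 cells drawn per replicate and condition, replicates 1 and 2 had values of -0.107 and -0.0139 and replicate 3 a value of 0.374.

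**Figure D2:**
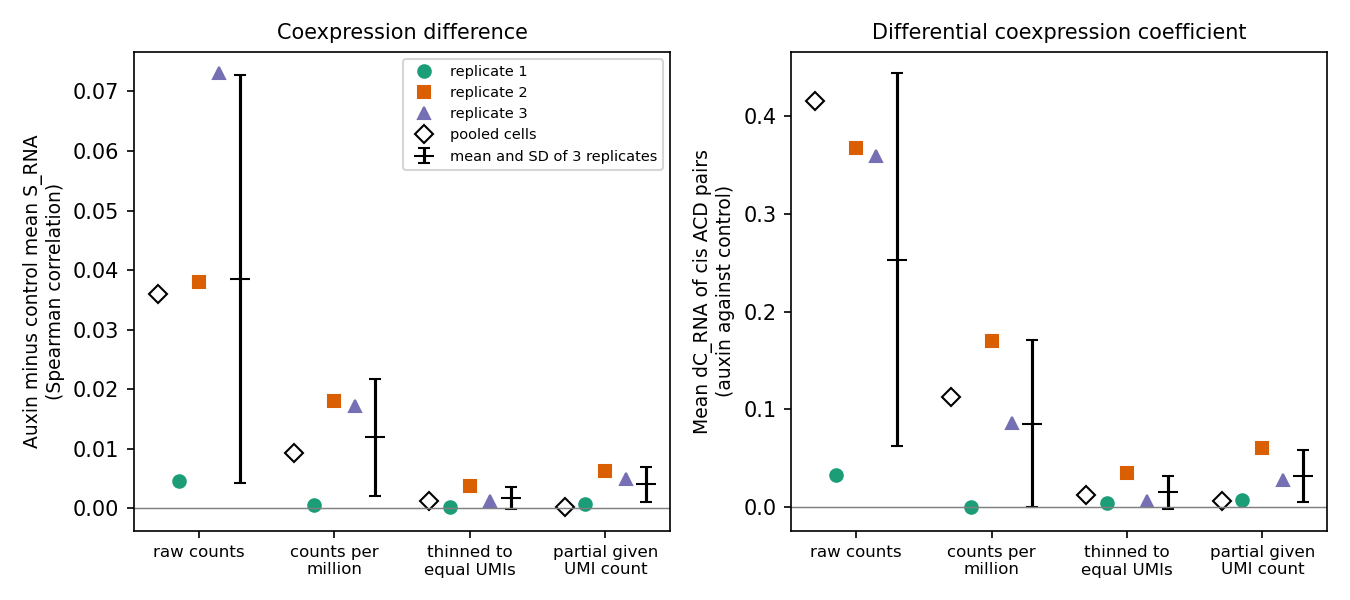
Difference in mean S_RNA between auxin-treated and control cells (left, correlation units) and mean ΔC_RNA of cis ACD pairs (right) on raw counts and after each treatment of the UMI count per cell. Coloured points are replicates, open diamonds pooled cells, and black bars the mean and SD of 3 replicates. The pooled ΔC_RNA of 0.416 on raw counts stands beside 0.113 after division by the UMI count of the cell.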

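The control cells of the 3 replicates were compared with each other by the same ΔC_RNA, with the replicate of lower number as the reference. The mean over cis ACD pairs was 0.564 from replicate 1 to 2, -0.0216 from replicate 1 to 3 and -0.488 from replicate 2 to 3. The mean absolute value of these 3 comparisons was 0.358, against 0.0328 to 0.367 for auxin against control within a replicate. With 84 cells drawn from each set, the 3 values ran from -0.521 to 0.505. Between the 4 control plates of replicate 2, the 6 plate pairs had a mean absolute ΔC_RNA of 0.139 and reached 0.261, while the 2 control plates of replicate 1 differed by -0.0203. From control to auxin-treated plates, the mean absolute value was 0.198 in replicate 2, reaching 0.378, and 0.0249 in replicate 1. On CPM per cell, replicate 2 had 0.0430 between control plates, 0.0267 between auxin-treated plates and 0.0898 from control to auxin-treated plates. On CPM per cell, the control cells of different replicates differed by 0.122, -0.0346 and -0.113. No test was made, since the 3 comparisons share their cells, and ACD pairs are not independent.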

As a control, we performed cross-validation by using two independent Smart-SCRB datasets under unperturbed conditions and revealed no significant changes (Extended Data Fig. 3b). To determine if this increased gene coexpression coefficient also occurs for ACDs from different chromosomes (*trans*), we calculated chromosome-wise differential coexpression coefficients by binning Δ*C*_RNA_(*i*,*j*) per chromosome pair. We found that the pairwise correlations in *trans* increase broadly after cohesin depletion but are weaker and less significant than those in *cis*, suggesting a bona fide *cis* bias (Extended Data Fig. 3c,d). 

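In the pooled cells, the mean ΔC_RNA was 0.393 over trans ACD pairs, so that the cis mean exceeded it by 0.0228. In replicates 1, 2 and 3, cis exceeded trans by 0.00464, 0.0331 and 0.00946, with a mean of 0.0157 ± 0.0152 (SD, n = 3; two-sided exact sign-flip permutation test, p = 0.25). The cis mean was above the trans mean of the same chromosome on 13 of 20 chromosomes in the pooled cells and on 7 of 20 in all 3 replicates. The difference was largest on chromosome 16, where it was 0.136, and lowest on chromosome 17, where it was -0.0904. As a measure of chance, the chromosome assignment of the ACDs was shuffled 100 times. A difference as large as the observed one came up in 0 shuffles of the pooled cells and of replicate 2, in 23 of replicate 1 and in 9 of replicate 3. For replicates 1 and 3 it came up in 37 and 14 shuffles on CPM per cell and in 4 and 3 in the partial correlation. For the pooled cells and replicate 2 it came up in 0 shuffles under both treatments. With coordinates moved by 3 Mb, chosen after the data were seen, it came up in 0 of the pooled cells, 0 of replicates 1 and 2 and 25 of replicate 3. Leaving out replicate 2 also changed the genes that passed the filter on the mean count. Cis then exceeded trans by 0.00835 in the pooled cells. In replicate 3, with 2027 genes against 2442 in the main setting, cis exceeded trans by -0.00240. The excess of cis over trans in the pooled cells was 0.0279 on CPM per cell, 0.0129 in thinned counts and 0.0407 in the partial correlation, where trans pairs had a mean of -0.0342. In cis, ACD pairs less than 20 Mb apart had a mean ΔC_RNA of 0.398, and pairs farther apart 0.422. Between control cells of different replicates, cis minus trans ran from -0.0142 to 0.00431 on raw counts. It ran from -0.00817 to 0.0155 on CPM per cell and from -0.00783 to 0.0181 in the partial correlation.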

Next, we computationally parsed Smart-SCRB data to different cell cycle phases and found that acute cohesin removal led to a slight reduction of G1 (3.8%) and S (3.7%) phase cells and an increase in G2/M (7.5%) cells (Extended Data Fig. 3e). 

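Phases were assigned with the cyclone function of scran and its mouse marker pairs. In the pooled cells, the share of G1 cells was 14.9% in control and 17.9% after auxin, the share of S cells 30.8% and 33.9%, and the share of G2/M cells 54.3% and 48.3%. These shares rest on 624 control and 543 auxin-treated cells. The replicates went in opposite directions. In replicate 1 the G2/M share changed by 13.4 percentage points, in replicate 2 by -20.0 and in replicate 3 by 11.3, a mean of 1.57 ± 18.7 (SD, n = 3; two-sided exact sign-flip permutation test, p = 1). The G1 share changed by -18.6, 14.4 and -1.11 points (exact sign-flip permutation test, p = 0.75), and the S share by 5.17, 5.60 and -10.2 points (p = 1 by the same exact test). Replicate 2 held 371 of the pooled control cells and 290 of the auxin-treated cells, and without it the pooled G2/M share rose by 12.6 points and the G1 share fell by 12.6. With the plates of the figure's source values, the G2/M change of replicate 3 was -0.127 points and the mean over replicates -2.24. Phase calls depend on the detected genes. After thinning every cell to the same UMI count, 89.3% of 1140 cells kept their phase, and the pooled G2/M difference was -3.18 points.

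**Figure D3:**
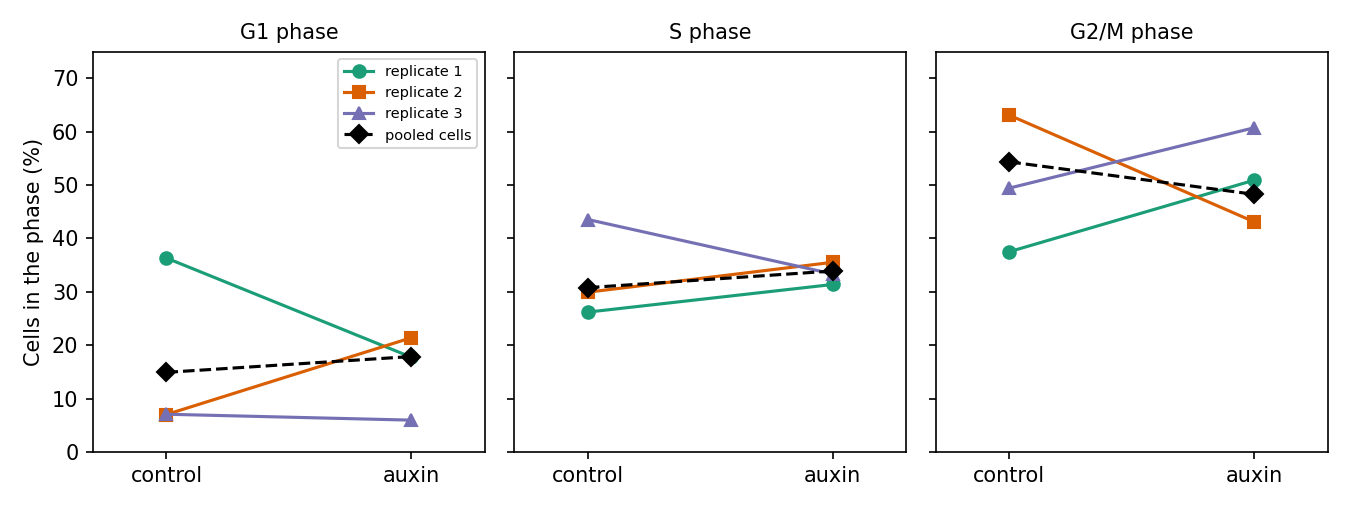
Percentage of control and auxin-treated cells assigned to G1, S and G2/M phase (vertical axis), by replicate (solid lines) and over the pooled cells (dashed line). The G2/M lines of replicates 1 and 3 go up by 13.4 and 11.3 points, and that of replicate 2 goes down.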

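The mean ΔC_RNA of cis ACD pairs was computed among the cells of each phase. In the pooled cells it was 0.310 in G1 phase (93 control and 97 auxin-treated cells), 0.419 in S phase (192 and 184) and 0.242 in G2/M phase (339 and 262). In these pooled raw counts the median was above 0 on 20 of 20 chromosomes in each phase. On CPM per cell it was above 0 on 14, 17 and 13 chromosomes in G1, S and G2/M phase. In the partial correlation given the UMI count it was above 0 on 0, 1 and 4. On raw counts, these numbers were 6, 0 and 8 in replicate 1 and 9, 14 and 13 in replicate 2. In replicate 3 they were 20 in S and 20 in G2/M phase. Within replicates, the mean ΔC_RNA values in G1 were 0.0388 in replicate 1 and 0.0928 in replicate 2, and replicate 3, with 6 and 5 cells, had too few for a value. In S phase they were -0.0259, 0.142 and 0.210 in replicates 1, 2 and 3, and in G2/M phase 0.0478, 0.109 and 0.248. Pooled without replicate 2, the G1 value was -0.000441. On CPM per cell the pooled values were 0.0799 in G1, 0.122 in S and 0.0991 in G2/M phase. In the partial correlation given the UMI count, they were -0.0273, -0.00914 and 0.0452. The CV of the UMI count was larger after auxin in the pooled G1 cells, at 64.2% against 47.5%, in the pooled S cells, at 59.6% against 55.1%, and in the pooled G2/M cells, at 48.4% against 43.0%. Within replicates it went both ways and was lower after auxin in 5 of 9 groups of a replicate and phase, for example 57.9% in control and 49.5% after auxin in S cells of replicate 2.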

Notably, cohesin loss significantly increased cross-ACD gene coexpression coefficients in all cell cycle phases (Extended Data Fig. 3f), ruling out the cell cycle effect. Together, these findings suggest that cohesin loss selectively increases cross-domain gene coactivation probabilities in single cells without drastically altering average gene expression levels at the cell population level.

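Both parts of this statement can be read gene by gene. For each of the 2476 genes in an active ACD, the change in its mean correlation with genes of other ACDs in cis was set beside its log2 fold change in CPM over the summed cells, with a pseudocount of 1. In the pooled cells, 89.1% of the genes had a higher mean correlation after auxin, and 99.5% differed by less than 2-fold in CPM. The change in correlation and the log2 fold change had a Pearson correlation of 0.268 and a Spearman correlation of 0.239 across genes, which are not independent replicates. The share of genes with a higher mean correlation was 56.7% in replicate 1, 88.0% in replicate 2 and 93.0% in replicate 3. These shares follow from raw counts, whose correlations include the differences in UMI count between cells. From the increase of S_RNA at all distances, the positive ΔC_RNA of all chromosomes, the weaker change in trans and the increase in each phase, set against mean expression levels that hardly moved, the paper proposes that cohesin loss raises the probability that genes of different domains are active in the same cell.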

To probe possible links between gene coactivation and compartmentalization, we next parsed Hi-C interaction frequencies before and after cohesin loss into 776 ACDs. As expected, cohesin loss increased Hi-C contact frequencies per ACD pair in *cis* (Extended Data Fig. 3g,h), reflecting enhanced compartmentalization^6,7^. However, we did not detect a significant correlation between Hi-C contact frequency and the average coexpression Spearman correlation $${\bar{S}}_{{\rm{RNA}}}$$ per ACD pair (Extended Data Fig. 3i).

### Cohesin inhibits cross-domain chromatin co-opening

Gene expression is initiated by transcription factors binding to nucleosome-depleted regions such as enhancers and promoters. Thus, to dissect early regulatory changes after cohesin loss, we quantified chromatin accessibility by single-cell ATAC-seq (scATAC-seq)^30,31^. We obtained scATAC-seq data for two biological replicates before and after acute cohesin depletion (Fig. 2a) and binned scATAC-seq counts into 776 ACDs across the genome, yielding dense matrices for statistical analysis. Consistent with previous bulk ATAC-seq data showing that acute cohesin loss causes no significant changes in chromatin accessibility at enhancers, promoters and CTCF sites at the cell population level^18^, aggregated scATAC-seq data revealed little changes of chromatin accessibility in ACDs before and after cohesin loss (Fig. 2b). We then used Spearman correlations to calculate chromatin coaccessibility per ACD pair in single cells (Extended Data Fig. 4a). In agreement with the Smart-SCRB data, we found that cross-ACD chromatin coaccessibility correlation decays as a function of genomic distance (Fig. 2c), and cohesin loss broadly increases the correlation across all genomic length scales and all chromosomes that we examined (Fig. 2c–g). As an internal reference, cohesin minimally affected the average coaccessibility correlation per ACD pair in *trans* (Extended Data Fig. 4b), consistent with the notion that cohesin is a *cis*-acting factor in the interphase nucleus^9^. However, in contrast to Smart-SCRB data, we did observe a modest but positive correlation between Hi-C contact frequency and chromatin coaccessibility per ACD pair, and the correlation became much stronger after cohesin loss (Extended Data Fig. 4c). Together, these results support a role of cohesin in preventing megabase-scale, long-distance chromatin co-opening in *cis*.

**Fig. 2:**
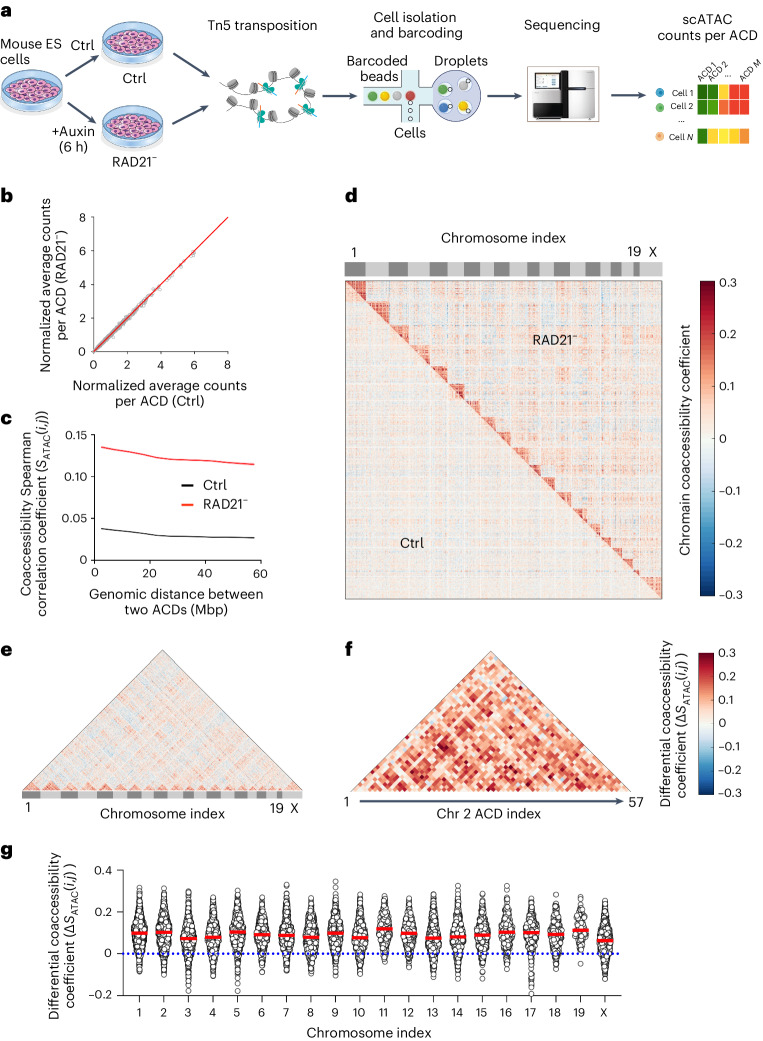
Cohesin loss increases cross-domain chromatin co-opening*.* **a**, A schematic workflow for scATAC-seq (10x Genomics) of control and RAD21-depleted mouse ES cells. **b**, Acute cohesin loss results in no significant alteration of normalized average counts of ATAC peaks per ACD at the cell population level. Each circle represents one ACD, and empty ACDs without ATAC peaks were omitted from analysis. Normalized average counts of ATAC peaks per ACD were calculated by dividing the accumulated ATAC peak count per ACD by *M*_Average_ (the average ATAC peak counts across all ACDs and cells). The red line marks the diagonal *y* = *x*. **c**, Acute cohesin loss increases chromatin coaccessibility per ACD pair globally. Coaccessibility Spearman correlation coefficients per ACD pair (*S*_ATAC_(*i*, *j*)) under control (black) and cohesin-depleted (red) conditions were plotted as a function of the genomic distance after a five-point smoothing. Only the data from ACD pairs within the same chromosome were used to generate the plot. Data are presented as mean values ± s.e., and shadow regions indicate s.e.m. **d**, Heat map showing that acute cohesin loss selectively increases intrachromosome chromatin coaccessibility per ACD pair across 20 chromosomes in the mouse genome. After filtering out cells with low read counts and batch normalization, around 3,000 cells were analyzed for each condition. **e**, The heat map shows elevated differential coaccessibility per ACD pair within each chromosome. Differential coaccessibility Spearman correlation coefficients per ACD pair were calculated by subtracting the coaccessibility Spearman correlation coefficient value under control conditions (**d**, top left) from that under cohesin-depleted conditions (**d**, top right). **f**, Heat map showing elevated differential coaccessibility per ACD pair in Chr 2. **g**, Dot plots of differential coaccessibility Spearman correlation coefficients (Δ*S*_ATAC_(*i*,*j*)) before and after cohesin depletion for chromosomes 1–19 and X. Every circle indicates the value of the differential coaccessibility Spearman correlation coefficient per ACD pair. The red line indicates the median value, and the dotted line indicates the zero-change line. The statistics were derived from 15,308 intrachromosomal ACD pairs with quantifiable values over 20 different chromosomes. Source data

### Cohesin prevents gene co-bursting along the chromosome

It was recently shown that early changes in gene activities and 3D genome organization can be investigated by genome-wide intron-sequential fluorescence in situ hybridization (seqFISH)^32^. To probe gene coactivation over large distances, we sought to use intron-seqFISH to examine co-bursting and spatial distribution of actively transcribed genes along the chromosome. Specifically, we designed seqFISH probes to simultaneously target intron regions of 208 randomly chosen active genes in ES cells across chromosome 2 (Chr2; Fig. 3a and Supplementary Table 2). To minimize the cell cycle effect, we performed seqFISH experiments 3 h after auxin treatment with 15 rounds of hybridization and imaging, followed by cell-level gene decoding (Fig. 3a,b, Extended Data Fig. 5a,b and Supplementary Video 1). The average gene bursting frequencies detected by seqFISH displayed a significant positive correlation with previously published nascent RNA-seq counts^19^ (Extended Data Fig. 4d), cross-validating the detection reliability and sensitivity of the assay. In addition, intron-seqFISH imaging allowed us to spatially separate homologous chromosomes that occupy distinct territories in the nucleus (Fig. 3b). We used a distance cutoff of 1 µm to selectively quantify co-bursting events on the same chromosome (Extended Data Fig. 4e,f). Consistent with Smart-SCRB and scATAC-seq data, we found that cohesin loss elevates co-bursting of gene pairs across Chr 2 globally without substantially altering gene bursting frequencies over >1,000 cells analyzed for each condition (Fig. 3c–e). In addition, we found that cohesin loss leads to a reduction in physical distances between co-bursting gene pairs across Chr 2 (Fig. 3c,f). Consistent with this observation, 3D Airyscan imaging with a global FISH probe showed that actively transcribed genes in Chr 2 are organized to individual well-separated puncta before cohesin depletion (Fig. 4a,b). Cohesin loss induces extensive clustering of these puncta, leading to the formation of larger and more connected structures in the nucleus (Fig. 4c,d and Supplementary Video 2).

**Fig. 3:**
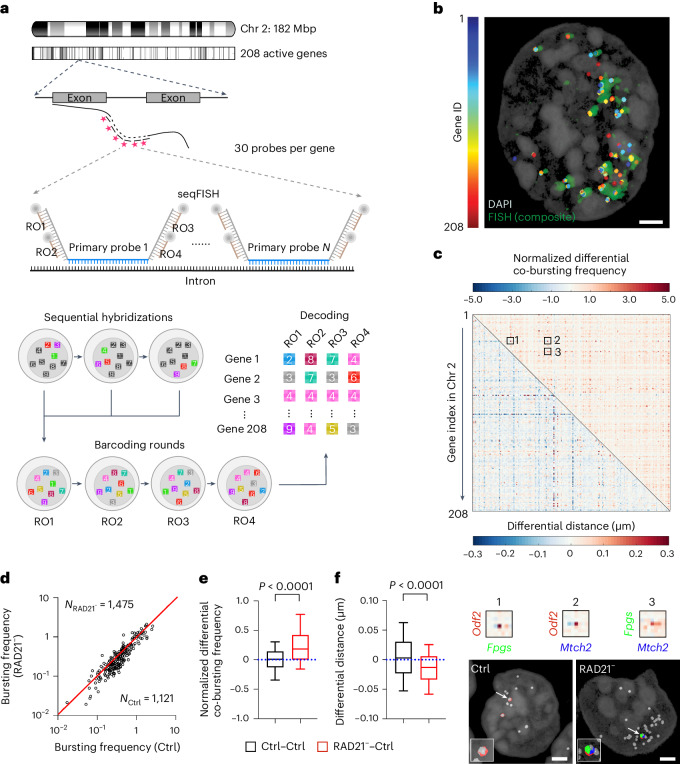
Cohesin prevents gene co-bursting along the chromosome. **a**, Active genes (208) across Chr 2 in mouse ES cells are targeted by 30 intron probes per gene. Primary probes for each gene contain four unique docking sites, and each docking site can be hybridized to a readout probe corresponding to nine pseudocolors in each readout round. The identity of each bursting gene can be determined according to the barcode after four readout (RO) rounds. The barcode is designed that the gene can be decoded even with one round of drop out. **b**, One representative cell with decoded genes (color coded). Composite FISH signals (green) were reconstructed by averaging images from all FISH channels from three hybridizations in RO1. The 3D image was rendered by using VVD-viewer^54^; scale bar, 2 μm. **c**, Heat map of pairwise differential co-bursting frequencies (top) and differential distances (bottom) for 208 genes in Chr 2. The matrix was calculated by subtracting values in the control condition (3 h) from those in the cohesin loss condition. Zoom-in views of the heat map and representative images for three differentially coactivated genes (red, green and blue color coded) after cohesin loss are presented below; scale bar, 2 μm. **d**, Bursting frequencies for 208 genes (represented by circles) under control and cohesin loss (3 h) conditions. The bursting frequency per gene is calculated by dividing the total number of detected bursting sites (approximately zero to four in a cell) for the gene by the number of cells (*N*) analyzed under each condition (see Eq. (5)). The red line marks the diagonal *y* = *x*. **e**,**f**, Box plot of pairwise differential co-bursting frequencies (**e**) and differential distances (**f**) for the indicated conditions. A non-parametric two-sided Wilcoxon test was used for statistical testing. The bottom and top whiskers represent 10% and 90% values, respectively. The box represents the range from the 25th percentile to the 75th percentile, the center line represents the median, and the dotted line indicates the zero-change line. The statistics were derived from 21,528 gene pairs with quantifiable values. Source data

**Fig. 4:**
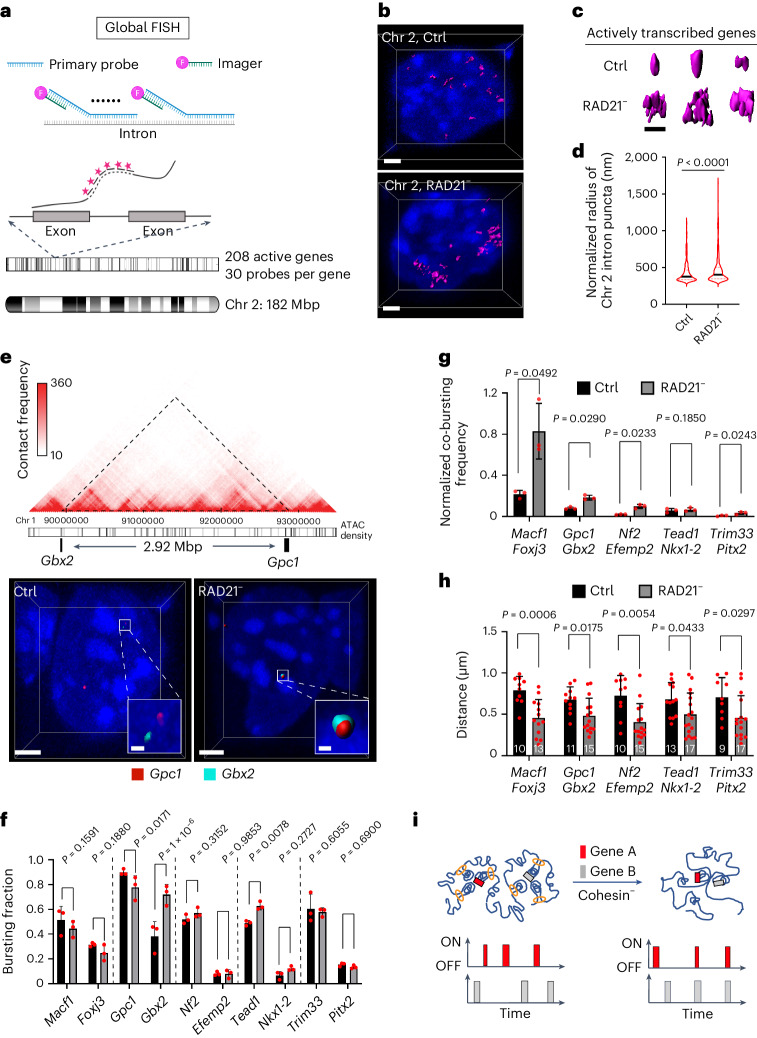
Cohesin removal leads to spatial rearrangement of Chr 2 intron puncta and coactivation of lineage-specific genes. **a**, Transcription bursting sites of 208 active genes from Chr 2 are collectively imaged by using intron primary probes (30 probes per gene) and a global imager probe conjugated to Alexa Fluor 647N. **b**, Representative 3D isosurface images show transcriptional bursting sites from 208 active genes across Chr 2 before (top) and after (bottom) cohesin loss. Nuclei were counterstained with DAPI (blue); scale bar, 2 μm. **c**, Isolated representative 3D isosurfaces for typical intron puncta formed by transcription bursting sites of 208 genes across Chr 2 before and after cohesin loss; scale bar, 1 μm. **d**, Violin plots show the normalized radii of detected Chr 2 intron puncta before and after acute cohesin depletion. Black lines are the median values, and dotted lines are the 25% and 75% quantiles. The measurement was repeated three times, and a non-parametric two-sided Wilcoxon test was used for statistical testing. **e**, Cohesin loss decreases the physical distance between coactivated lineage-specific genes *Gbx2* (ectoderm) and *Gpc1* (mesendoderm). Top, genomic positions of *Gbx2* and *Gpc1* in Chr 1 with Hi-C and ATAC density information. Bottom, representative 3D isosurface images of *Gbx2* and *Gpc1* bursting sites before and after cohesin loss; scale bar, 2 μm; inset scale bar, 200 nm. **f**, Cohesin loss does not cause uniform up- or downregulation of bursting fractions for individual genes. **g**, Cohesin loss elevates normalized co-bursting frequencies of four of five pairs of lineage-specific genes. For **f** and **g**, data are presented as mean values ± s.d. The measurement was repeated three times independently, and two-sided Student’s *t*-tests were used for statistical testing. **h**, Cohesin loss decreases average physical distances between coactivated lineage-specific genes in *cis* (five pairs). The number of data points (*n*) used for statistical analysis for each gene pair is marked at the bottom of the corresponding bar plot. A non-parametric two-sided Wilcoxon test was used for statistical testing. Data are presented as mean values ± s.d. **i**, Schematic showing chromatin reorganization (top) and gene coactivation (bottom) after cohesin depletion. Source data

### Lineage-specific gene coactivation in *cis* after cohesin loss

To further validate these results, we performed intron-RNA-FISH to measure co-bursting of five representative pairs of lineage-specific genes far apart in *cis* (from 2.9 to 25.9 Mbps away from each other) in other chromosomes (Fig. 4e and Extended Data Fig. 6a–c). Single-cell intron-FISH analysis showed that cohesin loss significantly increases the co-bursting frequency for four of the five gene pairs tested (Fig. 4g), while bursting fractions for individual genes do not display a consistent trend of up- or downregulation in the population (Fig. 4f). Likewise, here we also used a cutoff of 1 µm to selectively analyze co-bursting events on the same chromosome. These results suggest that cohesin loss selectively increases co-bursting fractions of these gene pairs in single cells instead of altering bursting fractions of individual genes in the population. We also observed a reduction of average physical distances between these coactivated gene pairs (Fig. 4h,i and Extended Data Fig. 6c), echoing the finding that cohesin loss triggers clustering of actively transcribed genes in Chr 2. In comparison, single-cell intron-FISH analysis of six gene pairs from different chromosomes (*trans*) showed little change in either co-bursting frequencies or distances between bursting sites (Extended Data Fig. 6d,e).

### Cohesin blocks spatial mixing of Mediator hubs in live cells

Emerging studies indicate that a significant fraction of transcriptional regulators contain low-complexity domains that enable them to form protein hubs or condensates to modulate gene activities^33–36^. Thus, to investigate transcription mechanisms underlying cross-domain gene coactivation, we decided to image transcriptional hubs formed by Mediator because it has been well established that Mediator is structurally associated with RNA polymerase II^37^ and is essential for transcription activation across the genome^38,39^. In addition, Mediator proteins contain low-complexity domains (Extended Data Fig. 7a,b) and form protein hubs that are spatially correlated with transcriptional activities in living cells^33,34^. We used CRISPR–Cas9-based genome editing and fused HaloTag to endogenous Mediator subunits MED1/MED6 in the ES cell line harboring the RAD21 degron (Fig. 5a and Extended Data Fig. 7c–f). The biallelic fusion of MED1 or MED6 with HaloTag did not significantly affect cell viability and cell cycle phasing (Extended Data Fig. 7k). Consistent with previous reports^33,34^, we confirmed that MED1–HaloTag/MED6–HaloTag form concentrated hubs in both fixed and live cells (Fig. 5b and Supplementary Videos 3 and 4). Three-dimensional ATAC and Mediator PALM imaging showed that Mediator hubs overlap with ACDs extensively in fixed cells (Extended Data Fig. 8a–d and Supplementary Video 3).

**Fig. 5:**
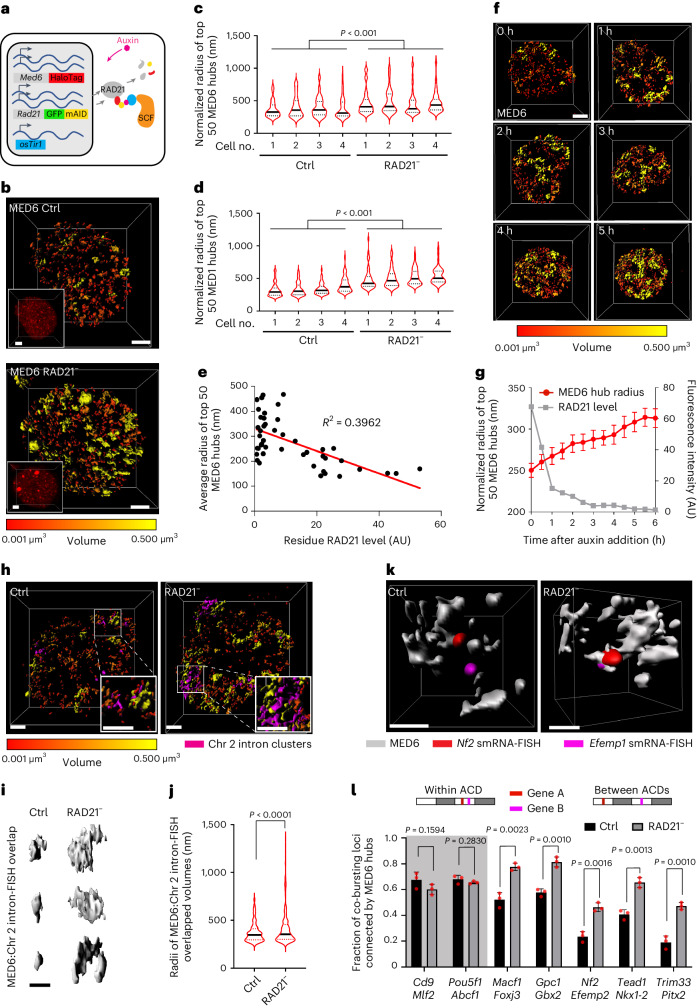
Cohesin separates transcriptional hubs. **a**, Diagram showing biallelic integration of HaloTag and green fluorescent protein (GFP)–mini-AID (mAID) into endogenous *Med6* and *Rad21* gene loci (for auxin-induced protein degradation). **b**, Three-dimensional isosurface reconstruction of MED6 hubs (color coded by 3D volumes). Inlets are MED6 fluorescence images; scale bars, 2 μm. **c**,**d**, Violin plots show the size distribution of MED6 (**c**) and MED1 (**d**) hubs. Black lines are median values, and dotted lines are 25% and 75% quantiles. A non-parametric two-sided Wilcoxon test was used for statistical testing. **e**, MED6 hub sizes are inversely correlated with residual RAD21 protein levels in single cells. An *F*-test indicates that the slope is significantly non-zero with *P* < 0.0001; AU, arbitrary units. **f**, Timelapse imaging of MED6 hubs during cohesin depletion; scale bar, 2 μm. **g**, Quantification of MED6 hub sizes (red) and RAD21 residual levels (gray) in **f**. For MED6 hub size analysis, the statistics were derived from the top 50 hubs, and data are presented as mean values ± s.e. **h**, Three-dimensional isosurface rendering of overlaps between MED6 hubs (color coded by 3D volumes) and transcription bursting sites for 208 genes in Chr 2 (magenta); scale bars, 2 μm. **i**, Representative 3D volume overlaps between MED6 hubs and Chr 2 intron clusters; scale bar, 1 μm. **j**, Violin plots show the statistics of 3D volume overlaps between MED6 hubs and transcription bursting sites for 208 genes in Chr 2. Black lines are the median values, and dotted lines are 25% and 75% quantiles. The measurements were obtained from 20 cells, and a non-parametric two-sided Wilcoxon test was used for statistical testing. **k**, Three-dimensional isosurface reconstruction of MED6 hubs and intron-FISH signals showing a representative case that co-bursting gene loci are connected by MED6 hubs after cohesin loss; scale bar, 500 nm; smRNA-FISH, single-molecule RNA-FISH. **l**, Bar plots for the fraction of co-bursting loci connected by MED6 hubs for paired genes within (shadowed) and across ACDs. The fraction was calculated by dividing the number of co-bursting loci that share a common MED6 hub by the total number of co-bursting loci. The measurement was repeated three times, and two-sided Student’s *t*-tests were used for statistical testing. Data are presented as mean values ± s.d. Source data

Next, we confirmed that auxin treatment up to 6 h efficiently depletes RAD21 in MED1–HaloTag/MED6–HaloTag knock-in ES cell lines (Extended Data Fig. 7g,h). We then coupled acute cohesin loss with high-resolution 3D imaging of Mediator hubs in live cells by Airyscan microscopy and found that cohesin removal induces extensive structural changes in Mediator hubs, with a significant increase in average hub size (Fig. 5b–d and Supplementary Video 4). The average size of Mediator hubs was inversely correlated with residual RAD21 levels in single cells (Fig. 5e), suggesting a dose-dependent effect. We also observed an increase in the formation of ‘super hubs’ (*r* > 500 nm) after cohesin removal by dynamic mixing of smaller hubs observed under live imaging (Fig. 5f,g and Supplementary Video 5). It is worth noting that acute cohesin depletion does not affect nucleus size^18^ nor MED1/MED6 protein levels (Extended Data Fig. 7e,f,i,j), excluding the possibility that spatial mixing of Mediator hubs is induced by altered protein concentrations.

### Localization of coactivated genes into shared Mediator hubs

Next, we analyzed the 3D volume overlap between Mediator hubs and bursting genes in Chr 2 by multiplexed protein and global intron-FISH imaging. We found that Mediator hub fusion spatially correlates with clustering of actively transcribed genes in Chr 2 after cohesin loss (Fig. 5h–j). In addition, we analyzed the colocalization between Mediator hubs and five pairs of lineage-specific genes that we examined previously (Extended Data Fig. 6a) and found significantly higher frequencies of co-bursting gene pairs connected by shared Mediator hubs after cohesin loss (Fig. 5k,l). As a control, we analyzed colocalization between Mediator hubs and co-bursting gene pairs localized within the same ACDs and found no significant changes after cohesin loss (Fig. 5l). Together, these results suggest that distant active genes in *cis* have higher probabilities of localizing in shared Mediator hubs after cohesin loss.

### Cohesin limits the exploration of transcriptional regulators

Gene activation is orchestrated by transcription factors and cofactors that are dynamically assembled at the enhancer and the core promoter to modulate transcription initiation and elongation. To further investigate transcriptional mechanisms underlying cross-domain gene coactivation, we decided to measure transcription factor binding and diffusion dynamics in live cells. We first selected a broad range of transcriptional regulators representing distinct processes in transcriptional activation. These factors include site-specific transcription factors (OCT4), a histone mark reader (BRD4), Mediator subunits (MED1 and MED6) and a core promoter factor (TATA-binding protein (TBP)). Histones H2B and H2A.Z were also included as general markers for chromatin and active chromatin, respectively. We used bright, cell-permeable Janelia fluorophore dye JF549 (ref. ^40^) to label HaloTag fusion proteins that were either expressed endogenously (MED1, MED6 and BRD4) or were stably expressed at relatively low levels (OCT4, TBP, H2B and H2A.Z) in ES cells (Extended Data Figs. 7e,f and 9a,b). We performed fast live-cell, single-molecule imaging (100 Hz) followed by automated single-molecule tracking and diffusion analysis as previously described (Extended Data Fig. 9c)^41–44^. Surprisingly, a simple two- or three-state model^45^ that assumes a bound state and one or two diffusive states failed to reveal significant differences in histone and transcription factor dynamics before and after cohesin loss (Extended Data Fig. 10a–g), suggesting that cohesin loss does not notably affect apparent diffusion and binding kinetics in the nucleus.

Next, we analyzed the local exploration of transcriptional regulators between clustered binding sites in the nucleus (Fig. 6a). Specifically, it was shown that transcription factors search for targets within protein hubs via a bound-state-dominant mode^41,43,46^ likely guided by transient interactions with cofactors and non-coding RNAs^47,48^. Recently, a parameter called ‘radius of confinement (RoC)’ was specifically developed to analyze local exploration by quantifying the degree of confinement for transcription factors that are both tightly and loosely bound to chromatin^49^. By using a longer acquisition time (50 ms) and thus selectively imaging the dynamics of chromatin-bound molecules, we compared the RoC cumulative probability distributions before and after cohesin loss (Fig. 6b). We found that cohesin loss consistently increases the RoC for each representative transcriptional regulator tested (Fig. 6c). By contrast, the RoC for the active chromatin marker H2A.Z showed slight decreases (Fig. 6c). Interestingly, the RoC curve for the general chromatin marker H2B adopted a less sigmoid shape (Fig. 6c), implying more homogeneous chromatin movements after cohesin loss, consistent with previous reports^13,50^. Together, these results suggest that cohesin loss has distinct effects on transcriptional regulators and chromatin and that cohesin confines the exploration of a broad range of enhancer and core promoter binding transcriptional regulators.

**Fig. 6:**
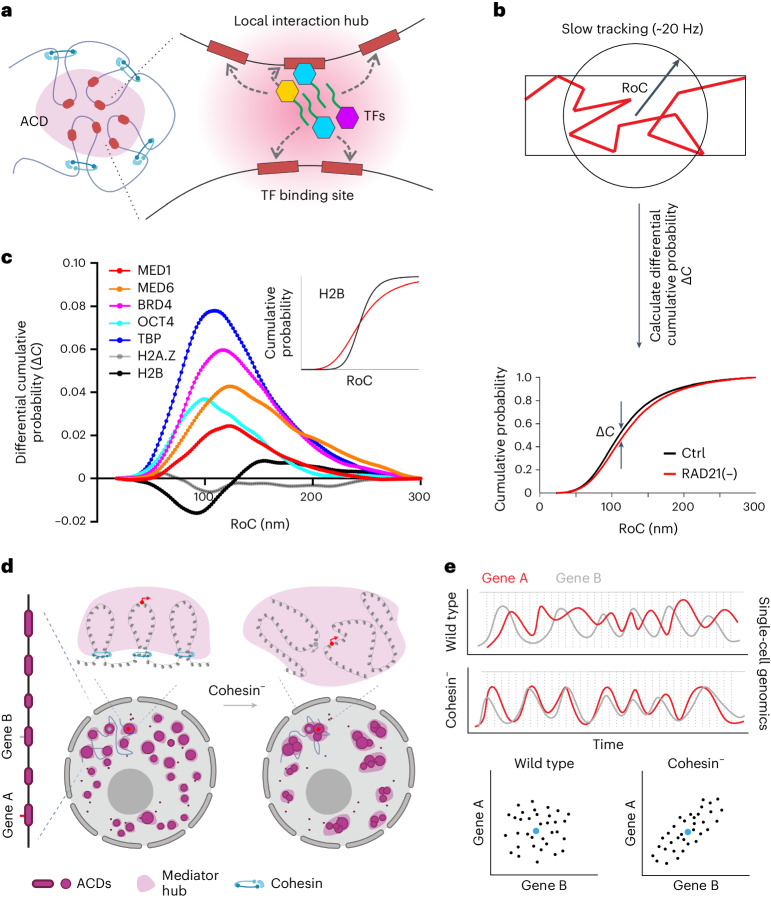
A role of cohesin in regulating gene coexpression. **a**, Transcription factors search for targets in a local interaction hub by a bound-state-dominant mode. Local exploration is proposed to be guided by transient interactions with other co-regulators (proteins or non-coding RNAs) in the hub; TF, transcription factor. **b**, The diagram illustrates the quantification of the RoC and the calculation of its differential cumulative probability Δ*C* (Δ*C* = Δ*C*_Ctrl_ *–* Δ*C*_RAD21–_) over analyzed tracks. For this analysis, both loosely and tightly bound fractions were obtained by using a slower frame rate (20 Hz). **c**, Differential cumulative probability (Δ*C*) of the RoC for histone subunits (H2B and H2A.Z) and a broad range of transcriptional regulators (MED1, MED6, BRD4, OCT4 and TBP). Histone subunits H2B and H2A.Z were analyzed as controls. The inset shows curves illustrating the cumulative probability of the RoC for H2B before (black) and after (red) cohesin loss. **d**, Cohesin loss leads to disruption of chromatin loops and spatial mixing of ACDs and Mediator hubs. As a result, the average distance between distant active genes (red and gray dots) in *cis* decreases, accompanied by their colocalization into a shared transcriptional hub and an elevated chance for their co-regulation. **e**, Schematic diagrams illustrating that an increase in cofluctuation of genes A (red) and B (gray; top) would alter gene coexpression correlation in single cells (bottom) without affecting their average levels (blue dots) at the cell population level. Gray dotted lines reflect sampling points of single-cell genomics for the correlation analysis in the bottom plots. Source data

## Discussion

Because of the limited space in the cell nucleus, it was proposed that higher-order organization of chromosomes partitions the genome into insulated structural and functional units for gene regulation^51^. Indeed, a fundamental question is whether a mechanism exists to prevent local biochemical fluxes from broadly influencing genes connected by the chromatin fiber. Recently, a series of elegant single-cell studies showed that long-distance stochastic gene coexpression in *cis* is significantly higher than that in *trans*, and genes encoding components of the same protein complex tend to be chromosomally linked^29,52,53^. Here, by single-cell sequencing and imaging, we found that, instead of affecting population-wide gene expression levels, acute cohesin removal induces widespread cofluctuation of gene activities and chromatin accessibility tens of million bases apart in *cis*. These results suggest that cohesin supplies a general function to neutralize stochastic coexpression tendencies of *cis*-linked genes in single cells. By suppressing long-range gene coactivation, the cohesin system would reduce gene–gene interference and make the placement of genes along chromosomes more flexible during genome evolution. Another physiological implication is that *cis*-linked developmental genes would have higher probabilities of coactivation when the cohesin function is compromised, as we showed here for representative lineage-specific genes. However, due to the deleterious effect of cohesin loss on the cell cycle, it is difficult to examine the impact on lineage commitment at later time points. Analyzing cell fate determination in cohesin haploinsufficient disease models, such as Cornelia de Lange syndrome, could provide more insights into developmental consequences.

Gene activation is controlled by transcription factors and cofactors that are dynamically engaged at the enhancer and the core promoter. Recent studies indicated that a large fraction of transcriptional regulators contain low-complexity domains, which enable them to form protein hubs to further modulate gene activities^33–36^. Thus, to understand the physical mechanism by which cohesin prevents cross-domain gene coactivation, it is essential to examine how cohesin regulates (1) the spatial organization of *cis*-regulatory elements (that is, enhancers and promoters), (2) the exchange and assembly dynamics of transcriptional regulators on these elements and (3) the ability of transcription factors to form protein hubs.

One informative clue comes from reports showing that acute cohesin removal promotes compartmentalization and spatial mixing of active chromatin^6,7,18^. Here we found that the spatial mixing of active chromatin after cohesin loss is accompanied by aberrant clustering of genes along the chromosome and dynamic mixing of transcriptional hubs. As a result, genes located in distant active domains have higher probabilities of localizing to shared transcriptional hubs (Fig. 6d). These structural changes could potentially subject genes across architectural boundaries under the influence of similar local gene regulatory fluxes, elevating the chance of their co-regulation (Fig. 6e). Consistent with this model, scATAC-seq analysis showed that cohesin prevents cross-domain chromatin co-opening, suggesting that cohesin may restrict transcription factors and associated chromatin remodeling activities from acting across large genomic distances. Indeed, live-cell, single-molecule imaging shows that cohesin inhibits the exploration of diverse transcriptional regulators over long distances. Together, these results support a role of cohesin in arranging nuclear topology to control gene coexpression in single cells.

## Methods

This research complies with all relevant ethical regulations by Environment, Health and Safety from Howard Hughes Medical Institute (HHMI)/Janelia Research Campus.

### Chemicals

The plant auxin analog indole-3-acetic acid sodium salt (Millipore Sigma, I5148) was dissolved in double-distilled water to a stock concentration of 500 mM, aliquoted and stored at −20 °C and used at a final concentration of 500 µM (acute depletion) or 5 µM for 6 h. α-Amanitin (Tocris, 4025) was dissolved at 1 mg ml^–1^ in double-distilled water, aliquoted and stored at −20 °C and used at a final concentration of 100 µg ml^–1^.

### Cell culture

JM8.N4 mouse ES cells from the C57BL/6N strain and their genome-edited derivatives were routinely cultured in 60-mm plates coated with 0.1% gelatin without feeders at 37 °C and 5% CO_2_. The mouse ES cell culture medium was composed of optimized knockout DMEM for mouse ES cells (Thermo Fisher Scientific, 10829-018), 15% ES cell-qualified fetal bovine serum (ATCC, SCRR-30-2020), 1,000 U of leukemia inhibitory factor (self-purified), 1 mM GlutaMAX (Thermo Fisher Scientific, 35050-061), 0.1 mM MEM non-essential amino acids (Thermo Fisher Scientific, 11140-50), 0.1 mM β-mercaptoethanol (Thermo Fisher Scientific, 21985-023) and antibiotic–antimycotic (Thermo Fisher Scientific, 15240-062). 2i inhibitors were also added to the medium at final concentrations of 1 μM PD0325901 (Millipore Sigma, PZ0162) and 3 μM CHIR99021 (STEMCELL Technologies, 72052), respectively.

### Generation of stable cell lines and genetic knock-in cells

We constructed plasmids PiggyBac-EF1-HaloTag-OCT4, PiggyBac-EF1-H2A.Z-HaloTag and PiggyBac-EF1-HaloTag-mouse TBP (mTBP) based on an available PiggyBac-EF1-HaloTag backbone vector. We used them together with the PiggyBac supertransposase to generate stable cell lines that expressed HaloTag–OCT4, H2A.Z–HaloTag and HaloTag–mTBP fusion proteins for single-particle tracking experiments. For H2B single-particle tracking experiments, we adopted a previously constructed PiggyBac-EF1-H2B-HaloTag plasmid^55^. Maps of plasmids used in this study are available upon request.

To generate stable HaloTag–OCT4- and HaloTag–mTBP-expressing mouse ES cells, 8 µg of PiggyBac-EF1-HaloTag-OCT4 or PiggyBac-EF1-HaloTag-mTBP was nucleofected with 8 µg of PiggyBac supertransposase into ~1 × 10^6^ mouse ES cells. The derived mouse ES cells were selected with 500 µg ml^–1^ G418 (Thermo Fisher Scientific, 10131035) for ~5 days, stained with JF549 dye and sorted by fluorescence-activated cell sorting (FACS) for cell populations with intermediately expressed genes.

We have applied previously described methods to generate single guide RNA (sgRNA) constructs and to construct HaloTag–MED1, MED6–HaloTag and HaloTag–BRD4 donor plasmids for generating knock-in cells by CRISPR–Cas9 genome editing^18^. The corresponding Emerald versions of MED1/MED6 donor constructs were generated by replacing the HaloTag DNA coding sequence with Emerald coding sequence by Gibson assembly (New England Biolabs, E5520S). We generated HaloTag–MED1, MED6–HaloTag and HaloTag–BRD4 genetic knock-in cells based on a previously generated *Rad21* mAID degron ES cell line^18^. Briefly, 1.0 µg µl^–1^ SpCas9-sgRNA-PGK-Venus construct and 1 µg µl^–1^ donor construct were nucleofected into ~3 × 10^6^ Tir1 mouse ES cells using Amaxa 4D-Nucleofector and P3 Primary Cell 4D-Nucleofector X kits (Lonza, V4XP-3024) following the manufacturer’s protocols. Three days following nucleofection, cells were then stained with 50 nM JF549 HaloTag ligand (JF549) for 30 min, washed three times in 1× PBS and then in mouse ES cell medium for 15 min and subjected to sorting by FACS. JF549^+^ cells were plated sparsely in 60-mm tissue culture plates and grown for another 5~7 days. Single colonies were picked for genotyping by designing PCR primers outside of the homology arms. Biallelic knock-in mouse ES cell clones were verified by PCR genotyping, Sanger sequencing and western blotting.

### Western blotting

Mouse ES cells were lysed in 1× SDS sampling buffer (200 mM Tris-HCl (pH 7), 10% glycerol, 2% SDS, 4% β-mercaptoethanol, 400 mM DTT and 0.4% bromophenol blue). Lysates were sonicated and incubated on ice for 30 min, mixed with 2× loading buffer and denatured at 95 °C for 5 min. Lysed proteins were resolved by SDS–PAGE using Mini-PROTEAN TGX Precast Gels (Bio-Rad). The following primary antibodies were used: rabbit polyclonal anti-RAD21 (D213; Cell Signaling, 4321, 1:1,000 dilution), rabbit polyclonal anti-MED1 (CRSP1/TRAP220; Bethyl Laboratories, A300-793A, 1:1,000 dilution), rabbit polyclonal anti-MED6 (Abcam, ab220110, 1:1,000 dilution), rabbit monoclonal anti-BRD4 (E8V7I; Cell Signaling, 54615, 1:1,000 dilution), rabbit polyclonal anti-TBP (Cell Signaling, 8515, 1:1,000 dilution), rabbit polyclonal anti-OCT4 (Abcam, ab19857, 1:2,000 dilution), anti-histone H2A.Z (EPR18090; Abcam, ab188314, 1:2,000 dilution) and rabbit monoclonal anti-α-tubulin (11H10; Cell Signaling, 2125, 1:2,000 dilution). We used horseradish peroxidase-linked anti-rabbit IgG (Cell Signaling, 7074) secondary antibodies at a dilution of 1:1,000. Western blots were exposed by using the 20× LumiGLO chemiluminescent detection system (Cell Signaling, 7003) and imaged by using a Bio-Rad ChemiDoc MP detection system.

### Cell cycle analysis

Cell cycle analysis was performed by using propidium iodide staining following the protocols from the propidium iodide flow cytometry kit (Abcam, ab139418). Briefly, cells were trypsinized into single-cell suspensions and fixed with 67% ice-cold ethanol in PBS overnight at 4 °C. The next day, the cells were rehydrated with PBS, stained with propidium iodide (final concentration of 50 μg ml^–1^) and treated with RNaseA (final concentration of 50 μg ml^–1^) for 30 min at 37 °C before flow cytometry analysis. All samples were acquired on a Beckman Coulter CytoFLEX S with four lasers (405 nm, 488 nm, 561 nm and 638 nm) and operated by CytExpert Software v2.3 (Beckman Coulter) using 488-nm FSC-H (488-FSC-H) as the threshold parameter (threshold automatic setting). The detector’s gain for fluorescence (CD4-FITC) and FSC/SSC detection were optimized by using control cells without treatment. The following gains were used for detectors with different spectral filters: 39, 15, 28 and 10 arbitrary units for 488-FSC, 488-SSC, 561-585/42 and 561-610/20, respectively. SSC-A versus FSC-W was used for initial gating of singlet cells, followed by SSC-A versus FSC-A to further define cellular events. An event count versus 561-610/20 histogram plot was used to determine the percentage of cells in G1, S and G2/M phases of the cell cycle. All samples were acquired for 5 min at a sampling rate of 30 μl min^–1^ or up to 15,000 cells. FlowJo v.10.7.1 (Flowjo) was used for analysis of the flow cytometry data.

### Smart-SCRB data acquisition

Mouse ES cells with an engineered AID system treated with or without auxin were resuspended in culture medium without Phenol red and sorted by FACS into 96-well PCR plates containing 3 μl of mild lysis buffer (nuclease-free water with 0.2% Triton X-100 + 0.1 U μl^–1^ RNase inhibitor (Lucigen, 30281-2)). A total of ~400 cells were sorted and collected for each sample. The PCR plates with collected cells were briefly centrifuged, immediately frozen and stored at −80 °C until cDNA synthesis.

One microliter of harsh lysis buffer (50 mM Tris (pH 8.0), 5 mM EDTA (pH 8.0), 10 mM DTT, 1% Tween 20, 1% Triton X-100, 0.1 g l^–1^ proteinase K, 2.5 mM dNTPs and ERCC Mix (10^7^-fold dilution)) and 1 μl of 10 mM barcoded RT primer was added to each well. Plates were incubated at 50 °C for 5 min to lyse cells, and proteinase K was heat inactivated by subsequently incubating at 80 °C for 20 min. To minimize contamination across wells, heavy-duty plate seals and quantitative PCR (qPCR) compression pads (Thermo Fisher Scientific, 4312639) were used to seal the plates. The lysis reaction was mixed with 2 μl of reverse transcription master mix 5× buffer (Thermo Fisher Scientific, 11756500), 2 μl of 5 M betaine (Sigma-Aldrich, B0300-1VL), 0.2 μl of 50 mM E5V6NEXT template switch oligonucleotide (Integrated DNA Technologies), 0.1 μl of 200 U μl^–1^ Maxima H-RT (Thermo Fisher Scientific, EP0751), 0.1 μl of 40 U μl^–1^ NxGen RNase Inhibitor and 0.6 μl of nuclease-free water (Thermo Fisher Scientific, AM9932). The reaction system was then incubated at 42 °C for 1.5 h, followed by 10 min at 75 °C to inactivate reverse transcriptase. PCR was performed by adding 10 μl of 2× HiFi PCR mix (Kapa Biosystems, 7958927001) and 0.5 μl of 60 mM SINGV6 primer and running the following program: 98 °C for 3 min, 20 cycles of 98 °C for 20 s, 64 °C for 15 s and 72 °C for 4 min and a final extension step of 5 min at 72 °C.

Single-cell cDNA was pooled by plate to make libraries. cDNA (600 pg) from each sample plate was used in a modified Nextera XT (Illumina, FC-131-1024) library preparation but using the P5NEXTPT5 primer and a tagmentation time of 5 min. The resulting libraries were purified following the Nextera XT protocol (0.6× ratio) and quantified by qPCR using a Kapa Library Quantification kit (Kapa Biosystems, KK4824). Four plates were pooled together on a NextSeq 550 high-output flow cell or NextSeq 2000 P2-100 flow cell with 26 bp in read 1 and 50 bp in read 2. PhiX control library (Illumina) was spiked in at a final concentration of 7.5% to improve color balance in read 1. Read 1 contains the spacer, barcode and unique molecular identifier and read 2 represents a cDNA fragment from the 3′ end of the transcript. The entire experimental procedure was replicated two more times, and ~400 cells were analyzed for each condition (control versus auxin treated).

Alignment and count-based quantification of single-cell data were performed by removing adapters, tagging transcript reads to barcodes and UMIs and aligning the resulting data to the mouse genome mm10. 

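All sorted wells are in the deposited counts, and the number of detected genes was recomputed for each of the 1536 cells and equalled the value in the deposited annotation. More than 2600 genes were detected in 1335 cells. The filter removed 94 of the 384 auxin-treated wells of replicate 2 and 13 of its 384 control wells. The condition of each plate was taken from the deposited annotation, in which the plates of replicate 1 are named by the presence or absence of RAD21, read here as control and auxin-treated. In replicate 3, the source values of Extended Data Fig. 1a match the detected genes of single plates, and for 2 of the 4 plates they give the opposite condition to the annotation. The 168 cells of these plates were left out of the main results, which use the plates on which both sources give the same condition. With all 4 plates, replicate 3 held 176 control and 161 auxin-treated cells by the annotation, and 162 and 175 by the figure's source values. Both arrangements were carried along as alternatives, chosen after the data were seen. In all, 624 control and 543 auxin-treated cells were analysed, and the paper's stated number is about 400 per condition. The paper's materials do not name its cells, so no subset was chosen.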

After quantification, 2,600 detected genes (gene_det > 2,600) was set as a threshold to eliminate unreliable sequencing results, and the data matrix (*M*_RNA_) for all remaining cells was used for analysis.

### ACD calling

To identify ACDs across the genome, we referred to available bulk ATAC-seq data^18^ and used a genomic distance of 200 kb as the binning unit for analysis. The MATLAB function findpeaks() was then called in ‘MinPeakProminence’ mode, and the value of ‘MinPeakProminence’ was set to the average of overall ATAC signals. In total, 776 ACDs were identified by using these criteria. The reason for using a large bin is to make sure that we generate a dense matrix without too many zeros. This is essential for robust downstream coexpression and coaccessibility calculations, as normal statistics break down when dealing with a sparse matrix with a lot of zeros.

To align ACDs with genomic features including A/B compartments, LADs and ChromHMM regions, the mouse genome (mm10) was divided into 500-bp windows using the ‘tileGenome’ function within the GenomicRanges package. These windows were then overlapped with multiple genomic features, including mouse ES cell bulk ATAC-seq peaks^18^, LAD regions^27^, A/B compartments^26^ and ChromHMM states^28^, and annotated accordingly. To assess the enrichment of ATAC-seq peaks within each of these annotated groups, we calculated the fold change as the ratio of ATAC-seq peaks in each group compared with the ratio across the entire genome. Groups exhibiting a fold change of greater than 1 were considered to be enriched with ATAC-seq peaks.

### Calculation of normalized contact frequency per ACD pair

To calculate the normalized contact frequency for a specific ACD pair, we used published mouse ES cell Hi-C data and calculated the average value over all the contact frequencies within the boundaries of the ACD pair^18^. The average value was defined as the normalized contact frequency for that specific ACD pair.

### Gene coexpression analysis

To evaluate Spearman’s rank-order correlation among gene pairs, we filtered out low-expressed genes from *M*_RNA_ with a threshold of 1 after averaging the RNA-seq counts over the single cells analyzed. For each pair of expressed genes, the Spearman correlation coefficient *S*_x,y_ (considering tied ranks) was calculated by

1 $${S}_{{\rm{x}},{\rm{y}}}=\frac{{\sum }_{i}\left({x}_{i}-\bar{x}\right)\left(\;{y}_{i}-\bar{y}\right)}{\sqrt{{\sum }_{i}{\left({x}_{i}-\bar{x}\right)}^{2}{\sum }_{i}{\left(\;{y}_{i}-\bar{y}\right)}^{2}}}.$$

*x*_*i*_ and *y*_*i*_ are the sequencing counts for genes *x* and *y* in the *i*th individual cell, respectively. For each ACD pair (ACD1 and ACD2), the Spearman correlation matrix *S* was determined by calculating the Spearman correlation coefficient for each gene pair from ACD1 and ACD2, and the average Spearman correlation coefficient $${\bar{S}}_{{\rm{RNA}}}$$ was calculated by taking the average value across the whole matrix *S* for control and cohesin-depleted conditions.

The differential Spearman correlation matrix Δ*S*_RNA_ was calculated by

2 $$\Delta {S}_{{\rm{RNA}}}={S}_{{\rm{RNA}},{\rm{RAD}}21^-}-{S}_{{\rm{RNA}},{\rm{Ctrl}}},$$

where *S*_RNA,RAD21–_ and *S*_RNA,Ctrl_ are Spearman correlation matrices for cohesin-depleted and control conditions, respectively. The workflow for the above analyses is illustrated in Extended Data Fig. 2a.

The gene coexpression coefficient Δ*C*_RNA_(*i*,*j*) between two ACDs within the same chromatin was estimated by using the following equation:

3 $${\Delta C}_{{\rm{RNA}}}(i,j)=\frac{{n}_{\Delta {\rm{S}}+}-{n}_{\Delta {\rm{S}}-}}{{n}_{\Delta {\rm{S}}+}+{n}_{\Delta {\rm{S}}-}},$$

where *n*_ΔS+_ and *n*_ΔS–_ represent the number of positive and negative elements within the differential Spearman correlation matrix Δ*S*_RNA_. The derived differential gene coexpression matrix Δ*C*_RNA_ was plotted as a heat map. The workflow for evaluating Δ*C*_RNA_ is illustrated in Extended Data Fig. 2b.

To compare the *cis* (within chromosome) and *trans* (between chromosomes) effects of gene coexpression per ACD pair, we calculated chromosome-wise differential coexpression coefficients by binning differential coexpression coefficients (Δ*C*_RNA_(*i,j*)) in *cis* or within one chromosome pair in *trans*. The results were plotted in a heat map or bar plot (the bar for *trans* effects is an averaged value) in Extended Data Fig. 3c,d.

### Cell cycle phase classification based on Smart-SCRB data

To dissect the effect of cell cycle stages on gene coexpression analysis, we adopted a computational method described by Scialdone et al. for classifying cells into cell cycle phases based on Smart-SCRB data^56^. Using a reference dataset, the difference in expression between each pair of genes was computed. Pairs with significant changes across cell cycle phases were selected as markers for classification and applied to a test dataset. Cells were then classified into the appropriate phase based on whether the observed change for each marker pair was consistent with one phase or another. This approach was implemented in the cyclone() function from the ‘scran’ package, which contains a pretrained set of marker pairs (mouse_cycle_markers.rds) for mouse cells.

### scATAC-seq data acquisition

Mouse ES cells treated with or without auxin were washed and resuspended in 1× PBS with 0.04% bovine serum albumin. Nuclei isolation for scATAC-seq from cell suspensions was performed according to the manufacturer’s demonstrated protocol (CG000169, Rev E, 10x Genomics). Nuclei were counted using a Luna II automated cell counter (Logos Biosystems). Approximately 15,000 nuclei per sample were loaded and subjected to a Chromium NextGem scATAC-seq v2 assay (10x Genomics). The resulting libraries were sequenced on a NextSeq 2000 (Illumina; 50 bp read 1, 8 bp i7 index read, 16 bp i5 index read and 50 bp read 2).

FASTQ files of raw data were processed by using the CellRanger ATAC (10x Genomics, v2.1.0) analysis pipeline. Reads were filtered and aligned to mouse genome mm10 (10x Genomics, refdata-cellranger-arc-mm10-2020-A-2.0.0) using the cellranger-atac count() function with default parameters. The barcoded and aligned fragment files were then loaded by ArchR (version 1.0.1). Low-quality cells with minimum transcription start site enrichment scores of less than 4 and minimum fragment numbers of less than 1,000 were filtered out. Doublets were inferred by the addDoubletScores() function and removed using the filterDoublets() function with default parameters.

### Cross-ACD chromatin coaccessibility analysis

To evaluate the chromatin coaccessibility per ACD pair, we binned ATAC counts within each ACD to derive an ACD counts matrix (*M*_ATAC_) for each experimental condition. After adding ACD regions using the addPeakSet() function, counts for each ACD per cell were aggregated together using addPeakMatrix() with a very high ceiling value (1,000). To correct batch effects, we downsampled (50%) the scATAC-seq data to match the distribution of reads per ACD count between experimental conditions, and ten randomly downsampled dataset pairs were used for the calculations below. The ACD counts matrix (*M*_ATAC_) for each condition was normalized to the average value $${\bar{M}}_{{\rm{ATAC}}}$$ of the matrix to derive a normalized ACD counts matrix (*N*_ATAC_). To mitigate the influence from poorly sequenced cells (have 0 count for many ACDs), each column *j* of *N*_ATAC_ with mean value $${\bar{N}}_{{\rm{ATAC}}}\left(j\right)\ge {\bar{M}}_{{\rm{ATAC}}}$$ was selected and integrated to form a new matrix *N*_ATAC-Filtered_ for Spearman’s rank-order correlation evaluation. The final results from ten downsampled dataset pairs were pooled and averaged.

For each ACD pair, the Spearman correlation coefficient for chromatin coaccessibility was calculated by using Eq. (1). The Spearman correlation matrix *S*_ATAC_ was determined by calculating the Spearman correlation coefficient for each ACD pair across the genome. The differential Spearman correlation matrix Δ*S*_ATAC_ was calculated by

4 $$\Delta {S}_{{\rm{ATAC}}}={S}_{{\rm{ATAC}},{\rm{RAD}}21^-}-{S}_{{\rm{ATAC}},{\rm{Ctrl}}},$$

where *S*_ATAC,RAD21–_ and *S*_ATAC,Ctrl_ are Spearman correlation matrices for cohesin-depleted and control conditions, respectively. *S*_ATAC,RAD21–_, *S*_ATAC,Ctrl_ and Δ*S*_ATAC_ were plotted as heat maps. The workflow for evaluating the Spearman correlation coefficients for chromatin coaccessibility is illustrated in Extended Data Fig. 4a.

### smRNA-FISH

smRNA-FISH probe blends were designed through Stellaris RNA-FISH probe designer (Biosearch Technologies) and include 40~48 serial probes that target only the intron regions of selected genes. The probe pairs designed for gene pairs selected from neighbor TADs were labeled by Quasar 570 and Quasar 670, respectively, for two-color experiments. The commercially synthesized oligonucleotide probe blends were dissolved in 400 μl of TE buffer (10 mM Tris-HCl and 1 mM EDTA, pH 8.0) to create a probe stock of 12.5 μM.

smRNA-FISH experiments were performed according to the Stellaris RNA-FISH protocol for adherent cells provided by Biosearch Technologies. Specifically, cells were grown on 18-mm round number 1 cover glass (Warner Instruments, CS-18R) in a 12-well cell culture plate coated with human recombinant laminin 511 (BioLamina, LN511-0202), fixed in 1× PBS with 3.7% formaldehyde (Millipore Sigma, F8775-25ML) for 10 min and permeabilized in ice-cold 70% (vol/vol) ethanol for 2 h. The coverslips with cells were immersed in 100 µl of hybridization buffer (90 µl of Stellaris RNA-FISH Hybridization Buffer (Biosearch Technologies, SMF-HB1-10) and 10 µl of deionized formamide (Millipore Sigma, S4117)) at a final probe concentration of 125 nM and placed into a humidified chamber. The assembled humidified chamber was incubated overnight at 37 °C before the sample coverslips were washed, co-stained with 5 ng ml^–1^ DAPI (Sigma-Aldrich, D8417) and mounted onto slides for future imaging analysis.

### Chr 2 intron-FISH probe design, synthesis and amplification

For 208 active genes across mouse Chr 2, we selected non-overlapping 35-nucleotide (nt) probes with several constraints, including a maximum melting temperature of 100 °C, minimum melting temperature of 74 °C, secondary structure temperature of 76 °C, cross-hybridization temperature of 72 °C, 30–90% GC content, no more than six contiguous identical nucleotides and spaces of at least 2 nt between adjacent probes. Primary probes were screened for potential non-specific binding with Bowtie2 (–very-sensitive-local) against mm10 genome sequences. Probes with more than one binding site were filtered out. Thirty qualified probes per gene closest to the transcription start site were selected. Spacers of 3 nt (random sequence) were extended at the 5′ and 3′ ends of the 35-nt probe sets. Two readout sequences (15 nt) separated by a 2-nt spacer (random sequence) were added at both the 5′ and 3′ ends of the probe, respectively, for the potential of performing seqFISH experiments. Universal primer sequences were then attached at the 5′ and 3′ ends. The 5′ primer contains a T7 promoter. The total length of each probe is 147 nt. The oligonucleotide probe pool (6,180 probes) was purchased from Twist Bioscience.

For probe amplification, limited PCR cycles were used to amplify the designated probe sequences from the oligonucleotide complex pool with Kapa HiFi HotStart Polymerase (Roche, KK2502). The amplified PCR products were then purified using a Zymo DNA Clean and Concentrator kit (Zymo Research, D4014) according to the manufacturer’s instructions. The PCR products were used as the template for in vitro transcription (New England Biolabs, E2040S) followed by reverse transcription (Thermo Fisher Scientific, EP7051) with the forward primer. After reverse transcription, the probes were subjected to uracil-specific excision reagent enzyme (New England Biolabs, N5505S) treatment for ~24 h at 37 °C. Probes were then alkaline hydrolyzed with 1 M NaOH at 65 °C for 15 min to degrade the RNA templates, followed by 1 M acetic acid neutralization. Next, to clean up the probes, we used ssDNA/RNA Clean & Concentrator (Zymo Research, D7011) before hybridization.

### Chr 2 intron-FISH

Chr2 intron-FISH was performed following a revised seqFISH protocol as described by Shah et al.^32^. Mouse ES cells were plated on human recombinant laminin 511-coated coverslips (Electron Microscopy Sciences, 72196-25). Cells were then fixed using 4% formaldehyde (Thermo Fisher Scientific, 28908) in 1× PBS diluted in molecular biology-grade water (Corning, 46-000-CM) for 15 min at 20 °C, washed with 1× PBS a few times and incubated in 70% ethanol for about 3 h at room temperature.

The coverslips were then washed twice with 2× SSC. For primary probe hybridization, samples were incubated with primary Chr 2 intron probes for 30 h at 37 °C in 50% Hybridization Buffer (2× SSC, 50% (vol/vol) formamide (Thermo Fisher Scientific, AM9344) and 10% (wt/vol) dextran sulfate (Sigma-Aldrich, D8906) in molecular biology-grade water) and washed in 55% Wash Buffer (2× SSC, 55% (vol/vol) formamide and 0.1% Triton X-100 (Sigma-Aldrich, 93443)) for 30 min at room temperature, followed by washing in 2× SSC. Alexa Flour 647-coupled Imager probes (Integrated DNA Technologies) for the first round of hybridization were incubated for 20 min at 50 nM each at room temperature in 10% EC buffer (10% ethylene carbonate (Sigma-Aldrich, E26258), 2× SSC, 0.1 g ml^–1^ dextran sulfate and 0.02 U ml^–1^ SUPERase·In RNase Inhibitor (Thermo Fisher Scientific, AM2694)) and washed for 5 min at room temperature in 10% Wash Buffer (2× SSC, 10% (vol/vol) formamide and 0.1% Triton X-100), followed by a 1-min wash in 2× SSC.

Samples were then co-stained with 5 ng ml^–1^ DAPI for 15 min and imaged in an antibleaching buffer (50 mM Tris-HCl (pH 8.0), 2× SSC, 3 mM Trolox (Sigma-Aldrich, 238813), 0.8% D-glucose (Sigma-Aldrich, G7528), 100-fold diluted catalase (Sigma-Aldrich, C3155), 0.5 mg ml^–1^ glucose oxidase (Sigma-Aldrich, G2133) and 0.02 U ml^–1^ SUPERase·In RNase Inhibitor).

### Intron-seqFISH data acquisition

Fifteen rounds of imaging were performed with transistor–transistor logic automated imaging and a fluidic system consisting of a Nikon CSU-W1 spinning disk microscope with a CFI Plan Apochromat ×60/1.42-NA oil objective lens and a spatial genomics fluidics pack from Elveflow. After primary probe hybridization, the 40-mm coverslip (number 1.5) with cells was mounted into a closed-top FCS2 chamber (Bioptechs) and subsequently loaded into a custom stage adaptor on the microscope. The flow rate was normally maintained at 100 µl min^–1^. For each readout probe hybridization, cells were first washed with the Wash Buffer (2× SCC with DAPI) for 5 min, followed by 20 min of 10% EC buffer injection (10% ethylene carbonate (Sigma-Aldrich, E26258), 2× SSC, 0.1 g ml^–1^ dextran sulfate (Sigma-Aldrich, D4911) and 0.02 U ml^–1^ SUPERase In RNase Inhibitor (Invitrogen, AM2694); flow rate of 50 µl min^–1^) and 10 min of hybridization (flow rate of 0 µl min^–1^). Samples were then washed with 10% Wash Buffer (2× SCC, 10% formamide and 0.1% Triton X-100) for 10 min and then with Wash Buffer (2× SCC with DAPI) for 5 min. After these two washes, imaging buffer (50 mM Tris-HCl (pH 8.0), 300 mM NaCl, 2× SSC, 3 mM Trolox (Sigma, 238813), 0.8% d-glucose (Sigma, G7528), 100-fold diluted catalase (Sigma, C3155), 0.5 mg ml^–1^ glucose oxidase (Sigma, G2133) and 0.02 U ml^–1^ SUPERase·In RNase Inhibitor (Invitrogen, AM2694)) was flowed into the chamber for 10 min, followed by zero flow implementation with the T junction method recommended by Elveflow. Imaging acquisition was performed on a Nikon CSU-W1 equipped with the Uniformizer, five laser lines (405 nm/514 nm/561 nm/594 nm/640 nm) and a Hamamatsu BT fusion camera. The four image stacks were acquired sequentially from the 640-nm channel (Alexa Fluor 647N) to the 561-nm (Cy3), 488-nm (Alexa Fluor 488) and 405-nm (DAPI + blue beads) channels under ultraquiet mode with a fixed framerate (5.1 Hz). A total axial range of 20 µm with *z* steps of 300 nm were covered. To detect weaker single-molecule signals, four-frame averaging was used for 640-nm, 561-nm and 488-nm channels, and two-frame averaging was used for the DAPI channel. After imaging, cells were washed with probe stripping buffer (2× SCC, 55% formamide and 0.1% Triton X-100) for 10 min before starting the next round of hybridization. The *z* position of the objective between imaging rounds was maintained by Nikon’s perfect focusing system.

### seqFISH cell-level gene decoding and data analysis

Three-dimensional single-molecule localizations were performed using FISH-Quant 2 (refs. ^57,58^) and fixed thresholds for each color channel. *xyz* drift corrections were performed based on localizations of blue beads in the 405-nm channel. Chromatic corrections were calculated based on 3D multicolor bead image stacks acquired using coverslips coated with tetraspeck beads. Localizations from different hybridization rounds and color channels were pooled after applying corresponding drift and chromatic corrections. Gene decoding was performed according to the code book (Supplementary Table 3) with a maximal *xyz* distance cutoff of 1 pixel between all readout rounds. Three-dimensional nucleus segmentation was performed by using Cellpose 2 (ref. ^59^) with a pretrained specialist’s model optimized for our imaging condition. Decoded genes were parsed into single cells based on gene localizations and 3D masks in the field of view.

The Chr 2 intron-FISH data were screened for number (*N*) of cells. The number of bursting (*N*_b_) events for each gene was counted over all the cells detected. The number of co-bursting (*N*_co_) events over *N* cells for each gene pair was counted when a visible and approximated (Euclidean distance ≤ 1 µm) pair of intron-FISH localizations from two channels were identified. The bursting frequency (*F*) of each gene was computed by

5 $$F={N}_{{\rm{b}}}/N.$$

The normalized co-bursting frequency (*F*_co_) for gene pairs (A and B) was computed by normalizing co-bursting frequency (*N*_co_/*N*) to the product of the bursting frequencies of both genes

6 $${F}_{{\rm{co}}}={N}_{{\rm{co}}}/({F}_{{\rm{A}}}\times {F}_{{\rm{B}}}\times N\,).$$

*F*_A_ and *F*_B_ are the bursting frequencies for A and B, respectively.

### Airyscan imaging and image analysis

Fluorescence images obtained from smRNA-FISH or Chr 2 intron-FISH were acquired on a Zeiss LSM880 inverted confocal microscope attached to an Airyscan 32 gallium arsenide phosphide-PMT area detector. Before imaging, the beam position was calibrated to center on the 32-detector array. Images were taken under Airyscan super-resolution mode by a Plan Apochromat ×63/1.40-NA oil objective in a lens immersion medium with a refractive index of 1.515. The Airyscan super-resolution technology used a very small pinhole (0.2 AU) at each of its 32 detector elements to increase the signal-to-noise ratio approximately 4- to 8-fold and enable ~1.7-fold improvement of resolution after linear deconvolution in both lateral (*x*, *y*) and axial (*z*) directions. DAPI, mEmerald, Quasar 570 (and JF549) and Quasar 670 signals were illuminated/detected at excitation/emission wavelengths of 405 nm/460 nm, 488 nm/510 nm, 561 nm/594 nm and 633 nm/654 nm, respectively. *z*-stacks were acquired with a step of 300 nm. After image acquisition, Airyscan images were processed and reconstructed using the provided algorithm from the Zeiss LSM880 platform.

Three-dimensional Airyscan image stacks were processed by using Imaris 7.2.3. As an initial step, we manually inspected the images and removed low-quality images based on the following criteria: (1) non-specific signal outside of the DAPI-stained nuclei, (2) cropped signal at the edge of the images and (3) very faint signal.

To characterize and visualize MED6 and MED1 protein hubs, we used the Surfaces object in Imaris and ran the following algorithms: (1) apply ‘Background Subtraction (Local Contrast)’ mode and set ‘Diameter of Largest Sphere’ as 800 nm, (2) uniformly use a threshold value of 30 for MED6 and 10 for MED1 to segment protein hubs and (3) set the ‘Minimal Number of Voxels’ as 20 for filtering out noise signals. To characterize and visualize smRNA-FISH puncta, we used the Surfaces object from Imaris and and ran the following algorithms: (1) apply ‘Background Subtraction (Local Contrast)’ mode and set ‘Diameter of Largest Sphere’ as 2,000 nm, (2) uniformly use a threshold value of 35 for Quasar 570 and 70 for Quasar 670 to illustrate smRNA-FISH puncta and (3) set the ‘Minimal Number of Voxels’ as 50 for filtering out noise signals. To characterize the colocalization signal between Mediator hubs and smRNA-FISH puncta, we used the ‘Colocalization’ function in Imaris with a common threshold value of 100 to identify the overlapping volumes and reconstruct the 3D isosurfaces.

To measure the 3D distance between puncta of different smRNA-FISH signals, we localized the voxels corresponding to the local maximum of identified RNA-FISH signal using the Imaris ‘Spots’ function module and calculated the Euclidean distance by using the Measurement Points object with a voxel size of 43.6 nm × 43.6 nm × 300 nm. The potential drifts among different imaging channels were estimated by using 100-nm multispectral beads under the same acquisition settings and were considered in the calculation of Euclidean distance between smRNA-FISH foci.

The gene pair smRNA-FISH data were screened for number (*N*) of cells. The number of bursting (*N*_b_) events for each gene was counted when a visible smRNA-FISH puncta was identified. The number of co-bursting (*N*_co_) events over *N* cells for each gene pair was counted when a visible and approximated (Euclidean distance of <1 µm) pair of smRNA-FISH puncta from two channels were identified. The bursting frequency (*F*) of each gene and the normalized co-bursting frequency (*F*_co_) were computed according to Eqs. (5) and (6), respectively.

### Three-dimensional ATAC-PALM, Mediator–HaloTag PALM and image analysis

We prepared the reagents for 3D ATAC-PALM experiments as described previously^21^. One day before the experiment, cells were plated on 5-mm coverslips (Warner Instruments, 64-0700) at a confluency of around 70–80% with proper coating. Cells were fixed with 3.7% formaldehyde (Millipore Sigma, F8775-25ML) for 10 min at room temperature. After fixation, cells were washed three times with 1× PBS for 5 min and permeabilized with ATAC lysis buffer (10 mM Tris-HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_ and 0.1% Igepal CA-630) for 10 min at room temperature. After permeabilization, the sample coverslips were washed twice in 1× PBS, and the transposase mixture solution (1× Tagmentation buffer: 10mM Tris-HCl (pH 7.6), 5 mM MgCl_2_, 10% dimethylformamide and 100 nM Tn5-PA-JF549) was added to the sample. The coverslips were placed in a humidified chamber and incubated for 30 min at 37 °C. After the transposase reaction, the coverslips were washed three times in 1× PBS containing 0.01% SDS and 50 mM EDTA for 15 min at 55 °C before being mounted onto the lattice light-sheet microscope sample stage for imaging.

Three-dimensional ATAC-PALM data were acquired by lattice light-sheet microscopy at room temperature^60^. The light sheet was generated from the interference of highly parallel beams in a square lattice and dithered to create a uniform excitation sheet. The inner and outer numerical apertures of the excitation sheet were set to be 0.44 and 0.55, respectively. A variable-flow peristaltic pump (Fisher Scientific, 13-876-1) was used to connect a 2-l reservoir with the imaging chamber with 1× PBS circulating through at a constant flow rate. Labeled cells seeded on 5-mm coverslips were placed into the imaging chamber, and each imaging volume took 100~200 image frames, depending on the depth of the field of view. Specifically, spontaneously activated PA-JF549 dye was initially pushed into the fluorescent dark state through repeated photobleaching by scanning the whole imaging volume with a 2-W, 560-nm (or 640-nm) laser (MPB Communications). The samples were then imaged by iteratively photoactivating each plane with very-low-intensity 405-nm light (<0.05-mW power at the rear aperture of the excitation objective and 6 W cm^–2^ power at the sample) for 8 ms and by alternatively exciting each plane with a 2-W, 560-nm laser and a 2-W, 640-nm laser at its full power (26-mW power at the rear aperture of the excitation objective and 3,466 W cm^–2^ power at the sample) for an exposure time of 20 ms. The specimen was illuminated when laser light went through a custom 0.65-NA excitation objective (Special Optics), and the fluorescence generated within the specimen was collected by a detection objective (CFI Apo LWD water immersion ×25/1.1-NA, Nikon), filtered through a 440/521/607/700-nm BrightLine quad-band bandpass filter (Semrock) and N-BK7 Mounted Plano-Convex Round cylindrical lens (*f* = 1,000 mm, Ø 1′, Thorlabs, LJ1516RM) and eventually recorded by an ORCA-Flash 4.0 sCMOS camera (Hamamatsu, C13440-20CU). The cells were imaged under sample scanning mode and the dithered light sheet at a step size of 500 nm, thereby capturing a volume of ~25 µm × 51 µm × (27~54) µm, considering a 32.8° angle between the excitation direction and the stage moving plane.

To precisely analyze the 3D ATAC-PALM data, we embedded nano-gold fiducials within the coverslips for drift correction as previously described^21^. ATAC-PALM images were taken to construct a 3D volume when the sample was moving along the ‘*s*’ axis. Individual volumes per acquisition were automatically stored as TIFF stacks, which were then analyzed by in-house-developed scripts in MATLAB. The cylindrical lens introduced astigmatism in the detection path and recorded each isolated single molecule with its ellipticity, thereby encoding the 3D position of each molecule relative to the microscope focal plane. All processing was performed by converting all dimensions to units of *x*–*y* pixels, which were 100 nm × 100 nm after transformation due to the magnification of the detection objective and tube lens. We estimated the localization precision by calculating the standard deviation of all the localization coordinates (*x*, *y* and *z*) after the nano-gold fiducial correction. The localization precision is 26 ± 3 nm and 53 ± 5 nm for *xy* and *z*, respectively.

### Three-dimensional pair cross-correlation function

The 3D pair cross-correlation function *c*_0_(*r*) between localizations of molecule A and those of molecule B can be formulated as

7 $${c}_{0}(r)=\frac{3V}{4\pi (3{r}^{2}\times \Delta r+3r\times \Delta {r}^{2}+\Delta {r}^{3})}\times \frac{1}{M\times N}\mathop{\sum }\limits_{i=1}^{M}\mathop{\sum }\limits_{j=1}^{N}\delta (r-{r}_{ij}).$$

*M* is the total number of localizations for molecule A, and *N* is the total number of localizations for molecule B. Δ*r* = 50 nm is the binning width used in the analysis. The Dirac Delta function is defined by

8 $$\delta (r-{r}_{ij})=\left\{\begin{array}{cc}1 & r-{r}_{ij}\le \Delta r\\ 0 & r-{r}_{ij} > \Delta r\end{array}\right.,$$

where *r*_*ij*_ represents the pairwise Euclidean distance between localization points *i* and *j*. The normalized 3D pair autocorrelation function $$C(r)$$ was calculated by

9 $${C}_{(r)}=\frac{{c}_{0}(r)}{{c}_{r}(r)}.$$

$${c}_{r}(r)$$ refers to the pair cross-correlation function calculated from uniform distributions with the same localization density in the same volume as real data used.

### Single-molecule imaging

Single-molecule imaging experiments were performed as previously described^42,49^ on a Nikon Eclipse TiE motorized inverted microscope equipped with a ×100/1.49-NA oil immersion objective lens (Nikon), four laser lines (405/488/561/642 nm), an automatic TIRF illuminator, a perfect focusing system, a tri-cam splitter, three EMCCDs (iXon Ultra 897, Andor) and Tokai Hit environmental control (humidity, 37 °C, 5% CO_2_). Proper emission filters (Semrock) were switched in front of the cameras for GFP and JF549 emission, and a band mirror (405/488/561/633-nm BrightLine quad-band bandpass filter, Semrock) was used to reflect the laser into the objective.

To perform single-molecule imaging of transcription factors and cofactors, cells were seeded on 25-mm number 1.5 coverglass precleaned with potassium hydroxide and ethanol and coated with human recombinant laminin 511 according to manufacturer’s instructions. Live-cell imaging experiments were conducted by culturing mouse ES cells in imaging medium composed of FluoroBrite DMEM (Thermo Fisher Scientific, A1896701), 10% fetal bovine serum, 1× GlutaMAX, 1× non-essential amino acids, 0.1 mM β-mercaptoethanol and 1,000 U ml^–1^ leukemia inhibitory factor. The TIRF illuminator was adjusted to deliver a highly inclined laser beam to the cover glass with the incident angle smaller than the critical angle. Oblique illumination (HILO) has much less out-of-focus excitation than regular epi-illumination. Transcription factors and cofactors linked to HaloTag were labeled with 5 nM HaloTag ligand-JF549 for 15 min and imaged using a 561-nm laser with an excitation intensity of ~50 W cm^–2^. To minimize drift, the imaging experiments were performed in an ultraclear room with a precise temperature control system. The environment control chamber for cell culturing was thermoequilibrated. The imaging system was calibrated with beads to confirm a minimal drift during imaging (*x*–*y* drift < 100 nm h^–1^).

For fast-molecule tracking and throughout the experiments, we used an imaging acquisition time of 10 ms and took 5,000 continuous frames per imaging view after photobleaching of saturatedly labeled single molecules at the beginning. About 10~15 views were imaged for each labeled transcription factor/cofactor under normal or cohesin-depleted conditions. By contrast, for evaluating the RoC, which captures the motility of stably bound molecules, we used a longer acquisition time of 50 ms and took 5,000 continuous frames per imaging view.

### Single-particle tracking analysis

Each imaging view was recorded as a TIFF stack, and single molecules were tracked using SLIMfast, a custom-written MATLAB implementation of the MTT algorithm^61^. Frame-to-frame motions are defined by the distance between consecutive positions of the particle and can be potentially related to (1) Brownian (random walk) or confined motions of the molecule or (2) potential artifactual effects such as imperceptible movements of the nucleus. To filter out the effects resulting from point 1, it is thus necessary to define a maximal expected diffusion coefficient (*D*_Max_), which defines the maximal distance (*d*_m_) between two consecutive frames for a particle to be considered as the same object. As in the previous publication^42^, a cutoff was set to 3 *d*_m_ to ensure a 99% confidence level, and *D*_Max_ was set as 1 μm^2^ s^−1^.

For each imaging view, SLIMfast generated a .txt output file consisting of a series of successive *x*/*y* coordinates and times of detection corresponding to the displacement of each individual molecule. The output SLIMfast.txt files included the following information: *x*/*y* coordinates (two-dimensional coordinates of the molecule in micrometers), trajectory index (ID number of the trajectory) and frame number (the index of the frame on which each single molecule was detected). These track files were used as the inputs to perform two-state (for histone subunits) or three-state (for transcriptional regulators) kinetic fitting by using Spot-On^45^ software to compute the biophysical parameter values of single particles.

The RoC represents the circle best encompassing the motion track rather than encompassing it strictly. Thus, the measurement of the RoC is largely independent of the track duration. Tracks with lengths of <5 frames were discarded in the preprocessing step. To quantify the RoC, the mean square displacement (MSD) curves of each track were fitted using the nonlinear least-squares approach in MATLAB with a circle confined diffusion model^62^ as illustrated in the following equation:

10 $${\mathrm{MSD}}_{{\rm{circle}}}={\mathrm{RoC}}^{2}\times \left(1-{e}^{\frac{-4\times {D\times t}_{{\rm{lag}}}}{{\mathrm{RoC}}^{2}}}\right)+{\rm{offset}}.$$

The fitting provided values for RoC, the diffusion coefficient at short timescales *D* and a constant offset value due to the localization precision limit, which is inherent to all the localization-based microscopy methods. To discard fitting errors related to artifacts such as erroneously connected jumps, we have discarded the trajectories with squared norm of the residual higher than 10^−5^ and a RoC higher than 500 nm.

### Statistics and reproducibility

Unless specified, data are presented as mean ± s.d. We normally applied two-sided Student’s *t*-tests for measurements of technical replicates among different conditions but applied a non-parametric two-sided Wilcoxon rank-sum test for data that clearly do not follow normal distribution. No statistical method was used to predetermine sample size, but our sample sizes are similar to those reported in previous publications^18,25^. No data were excluded from the analyses. The experiments were not randomized, and the investigators were not blinded to allocation during experiments and outcome assessment. For results shown for representative experiments, each measurement was repeated three times independently with similar results.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41588-024-01852-1.

### Supplementary information

Supplementary Information Supplementary information.

Reporting Summary

Peer Review File

Supplementary Table Supplementary Table 1. Genomic coordinates for ACDs. The table includes 776 identified ACDs with their genomic locations in the mouse mm10 genome assembly. Supplementary Table 2. Chr 2 intron-FISH gene list. Expressed genes (208) in Chr 2 were selected for intron-FISH experiments. The table includes gene ID, chromosome, strand direction, genomic location (mm10), gene name, nascent-seq counts and bursting frequencies before and after cohesin loss. Supplementary Table 3. Primer sequences for genotyping. The table includes sequences for primers for genotyping of *Med1*, *Med6* and *Brd4* endogenous knock-in cells. Supplementary Table 4. seqFISH codebook for 208 genes in Chr 2. The table includes RO1–RO4 barcodes for 208 expressed genes in Chr 2.

Supplementary Video 1 Supplementary Video 1. Spatially revolving actively transcribed genes in Chr 2 by seqFISH. Left, a large field of view containing a number of cells with actively transcribed genes in Chr 2 spatially resolved by seqFISH (color coded). Right, zoom-in view of the boxed cell on the left (see also Fig. 3b). DNA is counterstained with DAPI. Composite FISH signals (green) are generated by averaging images from nine FISH channels in the first read out round. The movie was rendered by using VVD-viewer.

Supplementary Video 2 Supplementary Video 2. Clustering of Chr 2 intron-FISH puncta after cohesin depletion. The movie shows 3D isosurface (magenta) reconstruction of Chr 2 intron-FISH signals before and after cohesin depletion. The movie was rendered by using Imaris.

Supplementary Video 3 Supplementary Video 3. Mediator hubs overlap with accessible chromatin extensively. Two-color 3D PALM imaging captures spatial distribution of both accessible chromatin sites (ATAC; left) and MED1–HaloTag (middle) localizations. As indicated, localization densities for both channels are color coded. The movie was rendered by using Imaris.

Supplementary Video 4 Supplementary Video 4. Mediator hub mixing after cohesin depletion. The movie shows 3D isosurface reconstruction of MED6 hubs before and after cohesin depletion. Individual hubs are color coded by their volumes. The movie was rendered by using Imaris.

Supplementary Video 5 Supplementary Video 5. Timelapse imaging of MED6 hubs after cohesin depletion. The movie shows timelapse imaging of MED6 hubs during acute cohesin depletion (0~6 h). MED6 hubs are color coded by their volumes. The movie was rendered by using Imaris.

### Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 7 Unprocessed gels and blots.

Source Data Extended Data Fig. 8 Statistical source data.

Source Data Extended Data Fig. 9 Unprocessed gels and blots.

Source Data Extended Data Fig. 10 Statistical source data.

## Data Availability

Raw single-cell sequencing data were processed by aligning with the mouse genome mm10. The raw and processed data are available through Gene Expression Omnibus accession codes GSE264649 (scRNA-seq) and GSE266089 (scATAC-seq). Merged counts tables generated from scRNA-seq experiments need to be downloaded and arranged according to their associated annotation files to replicate gene coexpression patterns, while ATAC peak files need to be downloaded and arranged to replicate chromatin coaccessibility patterns. Raw image data from Airyscan imaging, intron-seqFISH, 3D ATAC-PALM and single-particle tracking experiments, due to their massive volumes, were not deposited but will be available upon request. We have deposited associated image quantifications (processed seqFISH, 3D ATAC-PALM and single-particle tracking data) and flow cytometry data at Zenodo at 10.5281/zenodo.11406939 (ref. ^63^). For analysis of Extended Data Fig. 1d, our identified ACDs were aligned with LADs, compartments and ChromHMM-identified genomic regions of mouse ES cells downloaded from previous publications^26–28^. Source data are provided with this paper.

# Supplementary material for: Cohesin prevents cross-domain gene coactivation
**Source:** Nat Genet. 2024 Jul 24;56(8):1654–64. doi: 10.1038/s41588-024-01852-1

# Cohesin prevents cross-domain gene coactivation

---

In the format provided by the  
authors and unedited

The following image illustrates our gating strategy for flow cytometry analysis related to Extended Data Fig.7k.

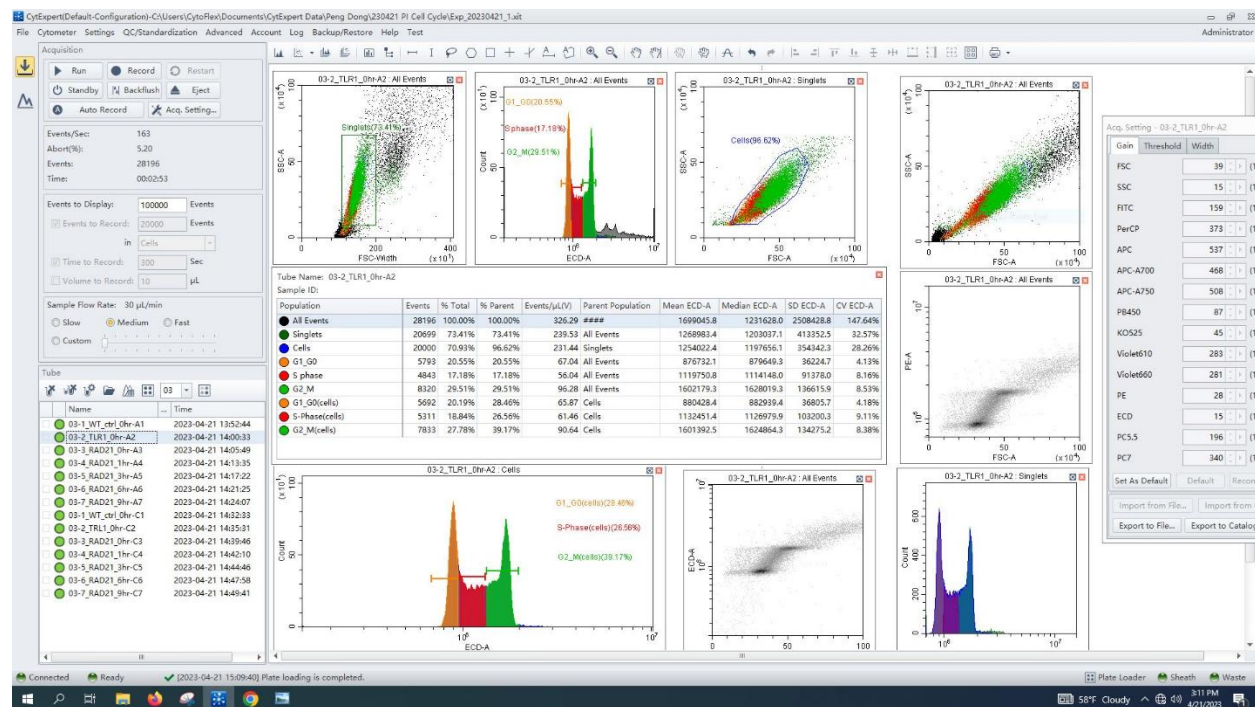

**Supplement:** Supplementary file 1 — Supplementary information.

# Supplementary material for: Cohesin prevents cross-domain gene coactivation
**Source:** Nat Genet. 2024 Jul 24;56(8):1654–64. doi: 10.1038/s41588-024-01852-1
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection All data collection software/codes are published

Data analysis The visualization software (VVD-viewer) for spatial genome imaging data is available here: [https://github.com/takashi310/VVD\\_Viewer](https://github.com/takashi310/VVD_Viewer)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing data that support the findings of this study will be deposited in NCBI-GEO database. Accession codes will be available before publication.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | N/A |
| Population characteristics  | N/A |
| Recruitment                 | N/A |
| Ethics oversight            | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For genomic analysis, > 200,000 pairwise correlations of 776 ACDs were performed for each condition; for spatial genome imaging, >1000 cells were analyzed for each condition; for single molecule analysis, > 10,000 trajectories were analyzed for each condition. |
| Data exclusions | No data were excluded from this study.                                                                                                                                                                                                                               |
| Replication     | High-throughput sequencing data (scATAC-seq and Smart-SCRB) were repeated at least twice with biological replicates. All imaging data were repeated at least three times with biological replicates.                                                                 |
| Randomization   | Samples from different perturbation conditions were grouped and analyzed without a particular order.                                                                                                                                                                 |
| Blinding        | Data were processed with automated data analysis pipelines without human interference. No blinding is needed.                                                                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-RAD21(D213) rabbit polyclonal antibody (Cell Signaling, Cat. 4321);anti-MED1(CRSP1/TRAP220) rabbit polyclonal antibody (Bethyl Laboratories Inc, Cat. A300-793A), anti-MED6 Rabbit polyclonal antibody (Abcam, Cat. ab220110), anti-BRD4 (E8V7I) Rabbit monoclonal antibody (Cell Signaling, Cat. 54615), anti-TBP Rabbit polyclonal antibody (Cell Signaling, Cat. 8515), anti-OCT4 rabbit polyclonal antibody (Abcam, Cat. ab19857), Anti-Histone H2A.Z antibody [EPR18090] (Abcam, Cat. ab188314) and anti- -tubulin (11H10) rabbit monoclonal antibody (Cell Signaling, Cat. 2125). |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Validation

anti-RAD21(D213) rabbit polyclonal antibody (Cell Signaling, Cat. 4321); application: Western blot; validation: knockout  
 anti-MED1(CRSP1/TRAP220) rabbit polyclonal antibody (Bethyl Laboratories Inc, Cat. A300-793A); application: Western blot; validation: HaloTag knock-in band shift  
 anti-MED6 Rabbit polyclonal antibody (Abcam, Cat. ab220110); application: Western blot; validation: HaloTag knock-in band shift  
 anti-BRD4 (E8V7I) Rabbit monoclonal antibody (Cell Signaling, Cat. 54615); application: Western blot; validation: HaloTag knock-in band shift  
 anti-TBP Rabbit polyclonal antibody (Cell Signaling, Cat. 8515); application: Western blot; validation: overexpression of HaloTag TBP band shift  
 anti-OCT4 rabbit polyclonal antibody (Abcam, Cat. ab19857); application: Western blot; validation: overexpression of HaloTag Oct4 band shift  
 anti-Histone H2A.Z antibody [EPR18090] (Abcam, Cat. ab188314); application: Western blot; validation: overexpression of HaloTag Oct4 band shift  
 anti-tubulin (11H10) rabbit monoclonal antibody (Cell Signaling, Cat. 2125). application: Western blot; validation; western blots

## Eukaryotic cell lines

Policy information about cell lines and Sex and Gender in Research

Cell line source(s)

JM8.N4 mouse embryonic stem cells (mESCs)

Authentication

4DN Consortium Recommended Cell Lines; <https://www.4dnucleome.org/cell-lines/>

Mycoplasma contamination

Negative for Mycoplasma contamination

Commonly misidentified lines  
(See [ICLAC](#) register)

*Name any commonly misidentified cell lines used in the study and provide a rationale for their use.*

## Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Cell cycle analysis was performed by propidium iodide (PI) staining following the protocols from the propidium iodide flow cytometry kit (Abcam, Cat. ab139418).

Instrument

Beckman Coulter CytoFLEX S with 4 lasers (405nm, 488nm, 561nm, 638nm) (Beckman Coulter)

Software

CytExpert Software v2.3 (Beckman Coulter)

Cell population abundance

All samples were acquired for 5 mins at a sampling rate of 30µl/min or up to 15,000 cells.

Gating strategy

SSC-A versus FSC-W was used for initial gating of singlet cells followed by SSC-A versus FSC-A to further define cellular events. An event count versus 561-610/20 histogram plot was used to determine the percentage of cells in G1, S or G2/M phases of the cell cycle.

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Cohesin prevents cross-domain gene coactivation
**Source:** Nat Genet. 2024 Jul 24;56(8):1654–64. doi: 10.1038/s41588-024-01852-1
**Supplement:** Supplementary file 20 — Unprocessed gels and blots.

Related to Extended Data Figure 7c

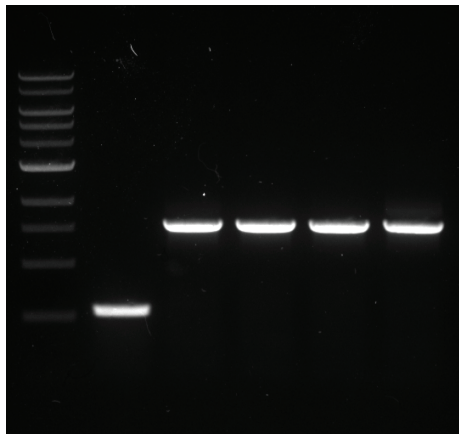

Related to Extended Data Figure 7d

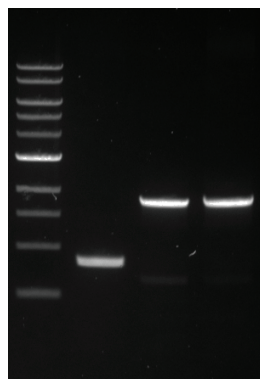

Related to Extended Data Figure 7e

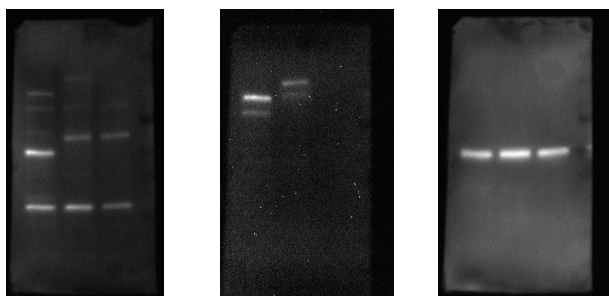

Anti-MED6

Anti-RAD21

Anti- $\alpha$ -tubulin

Related to Extended Data Figure 7f

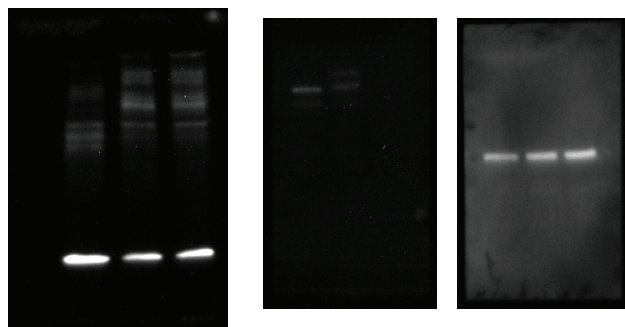

Anti-MED1

Anti-RAD21

Anti- $\alpha$ -tubulin

Related to Extended Data Figure 7g

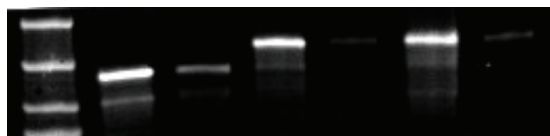

Anti-RAD21

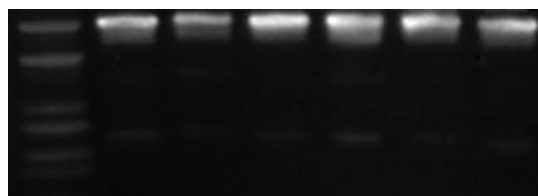

Anti- $\alpha$ -tubulin

Related to Extended Data Figure 7h

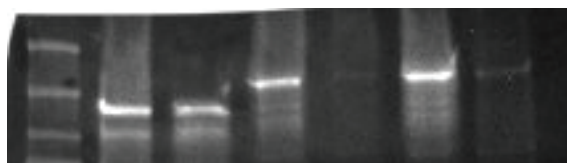

Anti-RAD21

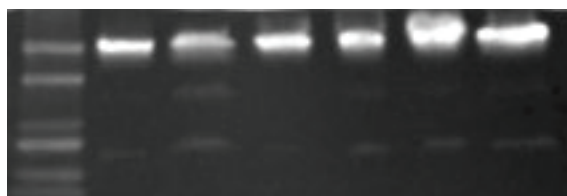

Anti- $\alpha$ -tubulin

# Supplementary material for: Cohesin prevents cross-domain gene coactivation
**Source:** Nat Genet. 2024 Jul 24;56(8):1654–64. doi: 10.1038/s41588-024-01852-1
**Supplement:** Supplementary file 22 — Unprocessed gels and blots.

Related to Extended Data Figure 9a

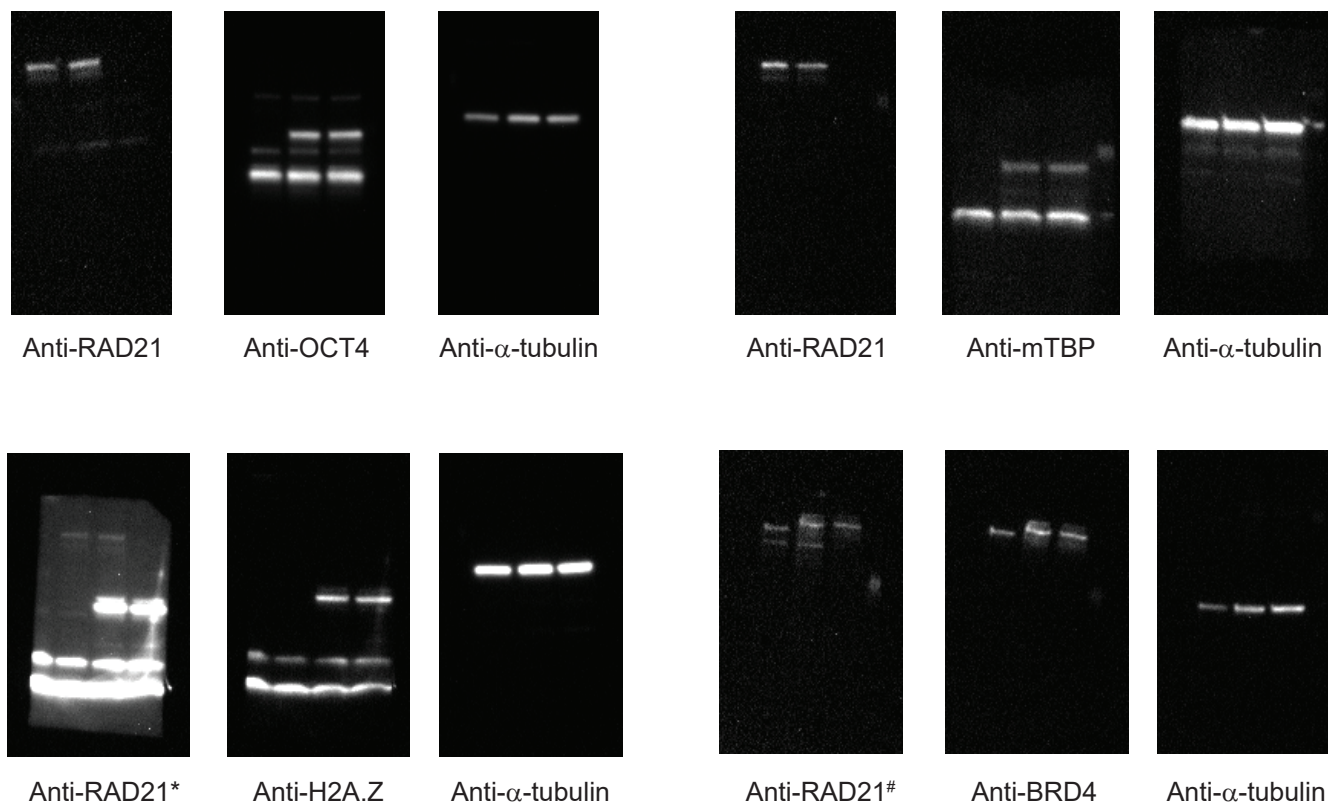

Note: \*blotted on the sample after stripping of H2A.Z antibody  
 #blotted on the sample after stripping of BRD4 antibody

How the deposited data were processed for this re-analysis (not part of the article)

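Smart-SCRB single-cell RNA sequencing of RAD21-AID mouse ES cells was analysed for 3 replicates, each with untreated cells and cells given 500 μM auxin for 6 h. The authors aligned the reads to mm10 and deposited whole-number UMI counts per gene and cell, without normalization and without a filter on cells. The paper's text does not name the aligner, the counting program or the gene annotation. The tables held 52636 genes, 92 ERCC spike-in transcripts and 11 transgene sequences. The last 2 kinds were left out of the UMI counts per cell and of the tests on expression and coexpression. The number of detected genes, its test and the filters on it include them, as in the authors' annotation. The authors also deposited, per cell, the number of detected genes, the summed count and the percent of counts from ERCC transcripts, and the first 2 equalled the values recomputed from the counts in 1536 of 1536 cells. A saturation value per plate, the fraction of reads that repeat a UMI already seen, was deposited by the authors and lay between 0.283 and 0.314 in replicate 1, 0.539 and 0.579 in replicate 2, and 0.470 and 0.531 in replicate 3. The FISH, imaging, chromatin accessibility and contact data of the paper were not analysed here.

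Cells with more than 2600 detected genes were kept, as in the paper's methods, and the condition of a plate came from the deposited annotation. In replicate 3 this annotation and the source values of Extended Data Fig. 1a disagree on 2 of 4 plates, and their 168 cells were left out, which departs from the mapping written before the data were examined. Both placements of these plates were run as alternatives. The units of the tests between conditions were the 3 replicates with 2 conditions each, since cells of 1 culture are not replicates. The comparisons of single plates and the relation of the CV to S_RNA had plates as units, and the shuffles had ACDs. With 3 replicates, a two-sided exact sign-flip permutation test cannot give a p under 0.25.

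Gene positions came from the GENCODE annotation of mm10, which held 99.6% of the gene identifiers. For population expression, counts were summed per replicate and condition, and genes were filtered and tested with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3, without a block in the main setting. The replicate numbers pair the samples. The paper states that the entire procedure was replicated, and the deviations of the control and auxin sums of a replicate from their group means correlated across genes with 0.866, 0.824 and 0.666 in replicates 1, 2 and 3. The fit with the replicate as a block was therefore run as well, and DESeq2 1.42.0 with and without it. The genes named are those the paper names and, by a rule written before the data were examined, the most changed genes past the threshold, of which the main setting had 0 (33 at an unadjusted p under 0.05, and DESeq2 also 0). Dkk1, Klf4 and Klf5 were named after their values were seen.

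Coexpression followed the paper's methods. Genes with a mean of at least 1 count per cell were placed in the ACDs of Supplementary Table 1 by their midpoint, Spearman correlations of raw counts were taken across the cells of a condition, and their mean per ACD pair gave S_RNA. ΔC_RNA was computed from the signs of the changes per gene pair. Values were computed for the pooled cells, as in the paper, and within each replicate. Phases came from cyclone in scran 1.30.0, for which 667 of 667 marker genes were present. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

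Alternatives changed the treatment of the UMI count per cell (CPM per cell, thinning to 20000 UMIs with seed 1, partial correlation), the gene filter (a mean of 0.5 or 3), the cell filter (4000 detected genes), the correlation measure, the rule for placing genes in ACDs, the pooling of replicates, the number of cells and the replicates used. The depth limits these values in a particular way. Raw counts of a shallow cell are low for all genes, so that any spread of the UMI count between cells raises all correlations. In simulated cells whose only difference between groups was a CV of the UMI count raised from 29.9% to 49.6%, ΔC_RNA was 0.947 on raw counts, 0.0336 on CPM per cell and 0.0774 in the partial correlation (2476 genes and 300 cells per group). With no simulated difference it was 0.00214 on raw counts, and with a factor shared by the genes of a chromosome the cis mean exceeded the trans mean by 0.527. The gene test was tested on simulated sums with 200 changed genes. At 4-fold it called 0 of them without the block and 90% with it, along with 17 unchanged genes.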

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

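The tests on Dkk1, Klf4 and Klf5, the exchange of the conditions within replicates and the comparison of single plates were chosen only after the result was seen, while the fit with the replicate block was set before the data were examined.

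Only replicate 2 had 4 plates per condition, enough to ask whether a plate stands apart from the others of its condition. In 3 of 14 such comparisons, the gap of the outermost plate exceeded Dixon's 95% critical value, which chance exceeds in about 1 of 20 groups. A control plate held 88 cells past the filter, where the other 3 held 94 or 95. Another control plate had a median of 7518 detected genes. An auxin-treated plate had a UMI count with a CV of 53.3%. For mean S_RNA itself, no plate stood apart in this sense. The measures share their cells, and plates of 1 condition hold cells of the same replicate, so that no biological explanation was tested.

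With the replicate block, edgeR called Dkk1 at a log2 fold change of 2.35, Klf4 at -1.26 and Klf5 at -1.24, and the paper does not discuss these genes. Exchanging control and auxin within 1 replicate gave 0 genes in each of the 3 possible cases (487, 603 and 398 at an unadjusted p under 0.05, against 1036 in the real arrangement). Thus 1 of 4 arrangements, the real one, gave as many genes, and chance cannot be excluded with so few arrangements. In simulated sums with 200 genes changed 2-fold, the fit with the block also called 11 unchanged genes beside 85 changed ones. After thinning, the log2 fold changes with the block were 2.15, -1.15 and -1.13, each still called. This decides little about a difference in UMI depth. The fit already scales each sum by its total, and thinning keeps the expected share of each gene in a cell. A wrong label among the plates of replicate 3 cannot account for the direction, as without this replicate the changes were 2.22, -1.20 and -1.25, although edgeR's adjusted p then rose to 0.424, 0.454 and 0.424. Klf4 was also not called without replicate 1 (edgeR's adjusted p 0.0731). Over all alternatives with the block the adjusted p of edgeR ran from 9.74e-05 to 0.985 for Dkk1, the highest with the plates of replicate 3 placed as in the source values of Extended Data Fig. 1a.

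A difference between 96-well plates (library batches) cannot be excluded for any of the 3 genes. Replicate 3 has 1 plate per condition of settled label. With its disputed plates placed as in the annotation, its plates lay apart for all 3 genes (Klf5 at 304 and 282 CPM in control and 127 and 115 in auxin, Klf4 at 72.7 and 71.9 and at 27.5 and 33.3, Dkk1 at 9.07 and 17.8 and at 53.4 and 52.8), and with the placement of the source values they overlapped. Of the other 2 replicates, the plates of the conditions lay apart in 2 for Klf5, for example at 292 to 312 CPM in control and 137 to 168 in auxin-treated plates of replicate 1, and in 1 for Dkk1 and in 1 for Klf4. The genes were chosen for their difference between the conditions, and every plate holds 1 condition, so that plates lying apart decide little. In replicate 2 Dkk1 and Klf4 rest on 7 and 45 UMIs of Dkk1 and 135 and 59 UMIs of Klf4 in control and auxin, and their plates overlapped. What stays open is the cause. A response to cohesin loss, or one to auxin itself, could each give this pattern, such as the change of -1.13 in thinned counts of Klf5 with the block, and cells given auxin without the degron were not analysed here.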

How the results depend on the processing

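The alternatives with moved ACD coordinates and the placements of the disputed plates of replicate 3, alone or with CPM or the partial correlation, the removal of cells with a shifted share of UMIs from a chromosome, averages of CPM or partial correlations within replicates, DESeq2 with the block, and the treatments of depth for the decay with distance, the phases and the comparison of controls were chosen only after the result was seen.

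In the pooled cells, mean S_RNA of cis pairs was higher after auxin and ΔC_RNA was above 0 under 27 of 28 alternatives each, and cis exceeded trans under 28 of 28. The exception was the partial correlation without cells with a shifted chromosome, with -0.00280 for S_RNA and -0.0225 for ΔC_RNA. Without these cells ΔC_RNA was 0.219 on raw counts and 0.0274 on CPM per cell. The ranges were -0.00280 to 0.0526 for S_RNA, -0.0225 to 0.506 for ΔC_RNA and 0.00835 to 0.0520 for cis minus trans. The size depended on how the UMI count of a cell was treated. The difference in S_RNA was 0.00128 after thinning and 0.000168 in the partial correlation. ΔC_RNA was 0.113 on CPM per cell (0.112 with coordinates moved by 3 Mb, 0.131 averaged within replicates, 0.105 with the annotation's plates and 0.104 with those of the source values), 0.0127 after thinning, 0.00645 in the partial correlation (0.0456 averaged within replicates, 0.0532 with moved coordinates, 0.0271 with the annotation's plates and 0.0300 with those of the source values) and 0.212 with equal cell numbers. Cis minus trans was larger in the partial correlation (0.0407, 0.0438 with the annotation's plates and 0.0520 with moved coordinates), with genes of a mean of at least 3 (0.0435) and on CPM per cell with moved coordinates (0.0491). The cause was not tested.

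The decline of S_RNA from the shortest to the longest distance was 0.00283 in control and 0.00584 in auxin-treated cells on CPM per cell, 0.00256 and 0.00402 in the partial correlation, and 0.00523 and 0.000976 with moved coordinates. Leaving out each replicate gave 3.33e-05 to 0.0127 in control and -0.000726 to 0.0119 in auxin-treated cells, the lowest without replicate 2. The mean absolute ΔC_RNA between controls was 0.0466 in the partial correlation and 0.0216 to 0.564 with a replicate left out. The cause was not tested.

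With a replicate left out, the pooled G2/M difference ran from -13.5 to 12.6 percentage points and the G1 difference from -12.6 to 10.9, each changing sign without replicate 2. The S difference was -1.19 points after thinning. ΔC_RNA averaged over phases was 0.100 on CPM per cell, 0.00292 in the partial correlation and 0.0839 to 0.289 with a replicate left out. By phase, CPM per cell and the partial correlation gave 0.0799 and -0.0273 in G1, 0.122 and -0.00914 in S, and 0.0991 and 0.0452 in G2/M. Leaving out a replicate gave -0.000441 to 0.321 in G1 and 0.0938 to 0.431 in S. The cause was not tested.

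The count of genes called by edgeR was 0 in the main setting and without the low-count filter, with all cells, after thinning, in both placements of the disputed plates and without each replicate (7 to 184 at an unadjusted p under 0.05). DESeq2 also called 0. With the replicate block it was 3 genes, also with the annotation's placement (3), and 61 by DESeq2. With the block and the placement of the source values it was 0 (700 at an unadjusted p under 0.05). With the block and a replicate left out it was 14, 32 and 2 without replicates 1, 2 and 3. After thinning, the fit with the block called Dkk1, Klf4 and Klf5 (edgeR's adjusted p 0.00836, 0.0125 and 0.000586). The Rad21 transcript changed sign between settings, at a log2 fold change of -0.0326 after thinning (-0.0445 with the block), -0.0398 with the annotation's plates (-0.0410 with the block) and -0.0149 to 0.114 without each replicate. With the block it was -0.0183 without replicate 2 and -0.0239 without replicate 3. All these lie within 1 standard error of 0.

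The mean difference in detected genes was -21 over all deposited cells. The mean difference in the CV of UMI counts was 12.8 percentage points over all deposited cells, against 4.42 in the main setting. It was -0.442 points with the annotation's plates and -0.246 to 8.43 without each replicate. The cause was not tested. The G1 phase of replicate 3 had no value, as its 6 and 5 cells were below the minimum of 20.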

Differences from the paper's values

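No test in this part was chosen after the result was seen, apart from the settings with moved ACD coordinates, with other plates of replicate 3, with averages within replicates and without cells with a shifted chromosome.

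The paper states 76943 intrachromosomal ACD pairs, and 7173 had a value here. Each of the 14 alternatives set before the data were examined also differed. All 776 ACDs of Supplementary Table 1 form 15776 pairs within chromosomes and 300700 pairs in all. The stated number is thus larger than the number of possible pairs within chromosomes. Of the same 14 alternatives, 13 came within 1.5 times of the number of ACD pairs in the paper's source values of Fig. 1e. With coordinates moved by 3 Mb, chosen after seeing the values, there were 13176.

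In the paper's source values of Extended Data Fig. 3d, cis exceeded trans on 20 chromosomes, and here on 13. Of the alternatives set before the data were examined, 9 came within 1.5 times of the paper's value: CPM per cell, the partial correlation, both other gene filters, Pearson correlation, overlap of the gene body, leaving out replicate 1, ranks within replicates and equal cell numbers. Thinned counts, more than 4000 detected genes, leaving out replicate 2 or 3, and ranks within phases did not. Of those chosen after seeing the values, moved coordinates gave 15 (18 on CPM per cell, 17 in the partial correlation), the annotation's plates 18 on CPM and 18 in the partial correlation, the plates of the source values 16 and 17, averages within replicates 16 and 18, and the removal of cells with a shifted chromosome 14 and 16 (13 on raw counts). Both placements of the plates gave 13 on raw counts.

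The paper states about 400 cells per condition, and 624 control cells were analysed here. Leaving out replicate 1 (456) or replicate 3 (539) came within 1.5 times, while all deposited cells (672) and leaving out replicate 2 (253) did not. The paper's source values of Extended Data Fig. 3e give 172 control and 348 auxin-treated cells with a phase, against 624 and 543. For control cells, leaving out replicate 2 (253) came within 1.5 times, and all deposited cells, thinning and leaving out replicate 1 or 3 did not. For auxin-treated cells, leaving out replicate 1 (374), 2 (253) or 3 (459) did, and all deposited cells and thinning did not.

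The paper states a fall of 3.8 percentage points in G1 cells, a fall of 3.7 in S cells and a rise of 7.5 in G2/M cells. In the same directions, the pooled values here were -2.96, -3.12 and -6.08, that is, the opposite sign each time. They count as differing by their sign alone, as the gaps lie within the SD between replicates of 16.5, 9.00 and 18.7 points. Leaving out replicate 2 gave 12.6 for the fall in G1, 0 for the fall in S and 12.6 for the rise in G2/M, and thinned counts gave 1.19 for the fall in S, none of which had the opposite sign. For G1 and G2/M, all deposited cells, thinning and leaving out replicate 1 or 3 kept the difference, and for S all deposited cells and leaving out replicate 1 or 3.

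The paper says that unperturbed datasets showed no significant change of coexpression between them. The mean ΔC_RNA between control cells of different replicates ran here from -0.488 to 0.564. It also says that S_RNA decays with distance, which the auxin-treated cells of replicate 1 did not show (0.0676 and 0.0678 in the bins of shortest and longest distance). With moved coordinates they did (0.0852 and 0.0834), while those of replicates 2 (0.203 and 0.206) and 3 (0.143 and 0.144) did not. Control cells of replicates 1, 2 and 3 did show it with moved coordinates (0.0806 and 0.0774, 0.1733 and 0.1722, and 0.0668 and 0.0613).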

Other observations

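The tests on chromosome gains and losses, the offset of the ACD coordinates, the simulation of UMI counts and the comparison of plates on CPM were chosen only after the result was seen.

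Raw coexpression and the spread of the UMI count. The difference in the spread of the UMI count between conditions may account for part of the raw increase in S_RNA. On CPM per cell the mean difference over replicates was 0.0119 ± 0.00983 (SD). A value below the raw SD of 0.0343, the limit set before the data were examined, decides nothing, since CPM lowers S_RNA itself, in control from 0.142 to 0.0386. In cells simulated with the observed UMI counts and no other difference, the raw difference was -0.00835, 0.0825 and 0.140 in replicates 1, 2 and 3. The simulated control values, 0.258, 0.504 and 0.173, exceed the observed 0.0637, 0.155 and 0.0576, so that these sizes are not comparable. Relative to control, the simulated values changed by -3.23%, 16.4% and 80.7% and the observed ones by 7.11%, 24.5% and 127%. In replicate 1 the CV fell from 37.9% to 34.3% while S_RNA rose by 0.00453, and with the annotation's plates the CV of replicate 3 fell from 43.2% to 42.4% while S_RNA rose by 0.0215. Across the 8 plates of replicate 2, the CV of the UMI count and S_RNA had a Pearson r of 0.760 (exact permutation p = 0.0288) and a Spearman rho of 0.738 (exact permutation p = 0.0458). This was the only relation of this kind computed, and without the 2 plates farthest from the median CV r was 0.950. Within 4 control and 4 auxin-treated plates r was 0.901 and 0.795, too few plates for a test. These plates belong to 1 replicate and are not independent replicates.

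On CPM per cell, the simulated differences were -0.000347, 0.000773 and 0.00640 (mean 0.00227), against 0.000579, 0.0180 and 0.0172 observed. In the pooled cells the simulated difference was 0.0124 and the observed one 0.00922. The simulation cannot tell the explanations apart there. A difference between plates also stays open. On raw counts, S_RNA differed by up to 0.0451 between plates of 1 condition in replicate 2, where the conditions differed by 0.0377 and their plates overlapped, while those of replicate 1 lay apart (range 0.00289, difference 0.00416). On CPM the plates of the conditions lay apart in replicate 2 (range 0.0138, difference 0.0184), as they did in the partial correlation, and overlapped in replicate 1 (range 0.00170, difference 0.000678). Every plate holds 1 condition, and replicate 3 has 1 plate per condition of settled label. On raw counts, the plates of replicate 3 annotated as control had an S_RNA of 0.0575 and 0.135. Those annotated as auxin-treated had 0.131 and 0.112, so that the annotated conditions overlapped. A wrong placement of plates in replicate 3 is argued against as the source of the direction, as the pooled difference without this replicate was 0.0327. The size of the mean over replicates did depend on it, since replicate 3 had 0.0731 on the undisputed plates, 0.0215 with the annotation's plates and 0.0491 with those of the source values.

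The disputed plates of replicate 3. A score of genes that changed in replicates 1 and 2 was computed for each plate. The plate annotated as control had -1.64, near the undisputed control plate at -1.77, and the plate annotated as auxin-treated had -1.18, near the undisputed auxin plate at -1.09. The score argues against an exchange of these plates in the annotation. It was not used to place any cell.

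Cis against trans. The chance assignment of ACDs to chromosomes is argued against for the pooled cells, with 0 of 100 shuffles as large. The shuffles cannot tie the excess to auxin. Control cells of different replicates also differed in cis minus trans, by up to 0.0155 on CPM per cell and 0.0181 in the partial correlation. On raw counts they ran from -0.0142 to 0.00431. Many cells had a shifted share of UMIs from some chromosome, measured on 7041 genes outside ACDs with a limit of 0.4 on the log2 scale, namely 43.4% of control and 51.4% of auxin-treated cells (57.7% and 55.0%, 35.3% and 49.3%, and 50.6% and 51.2% in replicates 1, 2 and 3). Cells chosen on the proximal part of a chromosome were shifted at least 0.5 times as much on the remaining part in 5 cases, which is consistent with gain or loss of whole chromosomes. For chromosome 16 in replicate 3 the remaining part was shifted by 0.27 against 0.89, which argues against a gain of the whole chromosome there. Without the shifted cells, the raw difference in S_RNA was 0.0235 in the pooled cells and -0.00385 in replicate 1, and ΔC_RNA was 0.219. Cis then exceeded trans by 0.0103, and 5 of 100 random removals of as many cells gave a value as low (0.00715 to 0.0352). Gains or losses in auxin-treated cells, or in cells of both conditions, therefore cannot be told apart from an effect of removing cells.

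Phases. The mean G2/M difference of 1.57 points lies within an SD of 18.7, which leaves no mean difference to explain, so that the 4.52 points after thinning (SD 17.8) decide nothing about UMI depth, although by the limit set before the data were examined they would have spoken against it. The replicates differ in direction, also after thinning (14.0, -16.0 and 15.6 points).

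Population expression. All 10 of 10 splits of the 6 sums into groups of 3 gave 0 genes in edgeR without the block (33 at an unadjusted p under 0.05 in the real split, and 0 genes by DESeq2), so that chance cannot be excluded or shown.

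ACD coordinates. The printed coordinates may be offset by 3 Mb, close to the position at which the earliest annotated gene begins, 3000116. The share of expressed genes inside ACDs was 49.1% at this shift and 26.1% as printed, and 18 of 20 chromosomes had their best shift within 0.4 Mb of it. Chromosomes 14 and X had theirs at 5.8 and 5.4 Mb.

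Differences between replicates. Nanog was at 496 and 563 CPM in control and auxin of replicate 1, 58.6 and 38.9 in replicate 2, and 525 and 495 in replicate 3. Pou5f1 was at 273 and 228, 8.40 and 5.81, and 12.5 and 10.9, and its reads can be shared with near-identical copies. No explanation was tested.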
